# Transcription Factor DOF4.1 Regulates Seed Longevity in Arabidopsis *via* Seed Permeability and Modulation of Seed Storage Protein Accumulation

**DOI:** 10.3389/fpls.2022.915184

**Published:** 2022-07-01

**Authors:** Regina Niñoles, Carmen Maria Ruiz-Pastor, Paloma Arjona-Mudarra, Jose Casañ, Joan Renard, Eduardo Bueso, Ruben Mateos, Ramón Serrano, Jose Gadea

**Keywords:** seed longevity, seed storage proteins, cruciferin, DOF4.1, transcription factor

## Abstract

Seed longevity is modulated by multiple genetic factors in *Arabidopsis thaliana*. A previous genome-wide association study using the Elevated Partial Pressure of Oxygen (EPPO) aging assay pinpointed a genetic locus associated with this trait. Reverse genetics identified the transcription factor DOF4.1 as a novel seed longevity factor. *dof4.1* loss-of-function plants generate seeds exhibiting higher germination after accelerated aging assays. DOF4.1 is expressed during seed development and RNAseq data show several putative factors that could contribute to the *dof4.1* seed longevity phenotype. *dof4.1* has reduced seed permeability and a higher levels of seed storage proteins mRNAs (cruciferins and napins) in developing seeds, as compared to wild-type seeds. It has been reported that mutant lines defective in cruciferins or napins present reduced seed longevity. The improved longevity of *dof4.1* is totally lost in the quadruple mutant *dof4.1 cra crb crc*, but not in a *dof4.1* line depleted of napins, suggesting a prominent role for cruciferins in this process. Moreover, a negative regulation of *DOF4.1* expression by the transcription factor DOF1.8 is suggested by co-inoculation assays in *Nicotiana benthamiana*. Indeed, *DOF1.8* expression anticorrelates with that of *DOF4.1* during seed development. In summary, modulation of DOF4.1 levels during seed development contributes to regulate seed longevity.

## Introduction

Seed longevity is an essential trait for plants with economic importance. Prolonged storage reduces seed viability, with many crops having short life spans when stored in an uncontrolled environment (Leprince et al., 2017). Seed longevity is a multifactorial trait, and an increasing number of genetic factors have been identified, mainly in model species, using reverse genetics, genome-wide association studies or coexpression network analysis (Righetti et al., 2015; Renard et al., 2021). A main strategy to circumvent seed deterioration is embryo protection from oxidative damage of cellular components such as lipids, nucleic acids and proteins (Bailly et al., 2008; Rajjou and Debeaujon, 2008; Rajjou et al., 2008), that would decrease seed germination rate or increase frequency of abnormal seedlings. At the interface between the embryo and the external environment, the seed coat is the first front to minimize oxidation from outside. In this regard, seed coat lipidic barriers such as cutin and suberin, that confer impermeability, have proven to be essential for seed longevity (Renard et al., 2020a,^2021^). Moreover, the ability of some types of seeds to transform the cytoplasm into a glassy state, which reduces metabolic activity and hence oxidation (named orthodox seeds), allow them to survive for decades in extreme dehydration (Buitink et al., 2000; Rajjou and Debeaujon, 2008). This glassy cytoplasm is proposed to be stabilized by oligosaccharides (i.e., raffinose, RFOs) and by the highly hydrophilic late embryogenesis abundant (LEA) proteins. LEA accumulation correlates with longevity acquisition (Chatelain et al., 2012) and decreases with aging (Rajjou et al., 2008), and down-regulation of the Arabidopsis *LEA14* gene affects seed longevity (Hundertmark et al., 2011). Small heat-shock-proteins sHSPs also play a role in seed longevity, likely preventing aggregation in the glassy-state and assisting in protein folding (Almoguera et al., 2012). Other protective mechanisms comprise passive antioxidant defenses, such as seed coat flavonoids (Debeaujon et al., 2000), tocopherols (Sattler et al., 2004), or glutathione (Kranner et al., 2006), as well as detoxifying enzymes, such as superoxide dismutases (Le et al., 2010; Lee et al., 2010) or the NADP-MALIC ENZYME 1, which reduces the levels of protein carbonylation during seed storage (Yazdanpanah et al., 2019).

Seed storage proteins (SSPs) accumulate significantly during seed maturation, and constitute the major source of reduced nitrogen for the growing seedlings. Seeds of *A. thaliana* contain two main classes of SSPs, cruciferins and napins. Cruciferins are 12S globulins synthesized as preproproteins, proteolytically cleaved into α and β subunits. Mature 12S globulins are 12-mers composed of six α and six β polypeptides (Adachi et al., 2003). Napins are 2S albumins that accumulate as heterodimers consisting also of two subunits generated by cleavage of a precursor (Krebbers et al., 1988). *Arabidopsis thaliana* contains four genes encoding cruciferins (*CRUCIFERIN A (CRA*, At5g44120*), CRUCIFERIN B (CRB*, At1g03880*), CRUCIFERIN C (CRC*, At4g28520), and *CRUCIFERIN D (CRD*, At1g03890) and five genes encoding napins, named as *SESA1* to *5* (van der Klei et al., 1993; Wan et al., 2007). Comparative proteomics of near isogenic lines (NILs) of Arabidopsis with introgressed genomic regions at seed longevity QTLs (Nguyen et al., 2012) suggested that SSPs are important for seed longevity, and knock-out mutants lacking CRA, CRB, and CRC or reduced levels of napins presented reduced seed longevity (Nguyen et al., 2015). Due to their abundance and their high affinity for oxidation, SSPs are potent ROS buffering system, protecting other proteins from oxidation. In fact, the level of carbonylated proteins after aging is increased in a triple *crua crub cruc* mutant (Nguyen et al., 2015). Therefore, understanding the dynamics of seed storage protein accumulation and their regulators reveals as a novel way to modulate seed longevity.

SSPs are synthesized during seed filling, increasing steadily from 10 to 17 days after pollination, and accounting for nearly 60% of the Arabidopsis dry seed protein content (Baud et al., 2002). The B3-domain-containing transcription factors FUSCA3 (FUS3), ABSCISIC ACID INSENSITIVE3 (ABI3) and LEAFY COTYLEDON2 (LEC2) are master regulators of seed development controlling most seed maturation processes, including seed storage proteins synthesis (Verma et al., 2022). SSP promoters contain elements with which B3-domain proteins interact (Bäumlein et al., 1986; Ezcurra et al., 2000; Reidt et al., 2000) and most of them are direct targets of FUS3, LEC2, and ABI3 (Braybrook et al., 2006; Mönke et al., 2012; Wang and Perry, 2013). Consequently, *abi3, lec2*, and *fus3* mutants exhibit reduction of SSP accumulation, and also reduced seed longevity (Parcy et al., 1997; Sugliani et al., 2009). LEAFY COTYLEDON1 (LEC1), another master regulator of seed development, activates the synthesis of SSPs *via* FUS3 and ABI3 (Kagaya et al., 2005). Gibberellins (GAs) negatively regulates the synthesis of SSPs. The DELLA protein RGL3 facilitates ABI3 transcriptional activation *via* protein–protein interaction, thus promoting the expression of SSP synthesis genes. Decrease of GAs and increase of abscisic acid during seed maturation (Yan and Chen, 2017) results in ABI3 and RGL3 accumulation and SSP synthesis.

SSPs expression arrest is also genetically regulated. At the end of the seed filling stage, *SSPs* genes are down-regulated and SSP accumulation ceases (Baud et al., 2002). Repression of the whole *LEC1* network is performed by members of the VP1/ABI3-LIKE (VAL) family of B3 domain transcription factors (Suzuki et al., 2007) or by the chromatin-remodeling factor PICKLE (Ogas et al., 1999). A more specific mechanism is the repression of specific seed maturation genes while allowing continued expression of others. One example is the French bean *ROM2* gene, a bZIP transcription factor expressed after storage protein expression. ROM2 binds to the phaseolin G-box promoter region and represses phaseolin expression (Chern et al., 1996). Seed storage protein synthesis is also linked to available nitrogen (Lhuillier-Sounde’le’ et al., 1999). During seed filling, seeds become sink tissues that rely on remobilization of nutrients, especially from senescent leaves, being nitrogen import into the seed a rate-limiting step (Havé et al., 2017). Several lines of evidence suggest the existence of sensors that monitor and adjust seed protein contents to nitrogen availability. For example, transgenic plants overexpressing storage proteins result in a compensatory reduction of the endogenous ones (Hagan et al., 2003; Scossa et al., 2008), and the TaNAM-B1 transcription factor present in ancestral wheat varieties accelerates leaf senescence and increases seed protein content (Uauy et al., 2006).

Recent genomics and systems approaches have revealed the intricate regulatory network controlling seed maturation (Holdsworth et al., 2008; Santos-Mendoza et al., 2008; Lee et al., 2010; Sreenivasulu and Wobus, 2013), that includes the expression of sets of transcriptions factor acting in different seed compartments at different stages of development, regulating many of the abovementioned events. DOF transcription factors are plant-specific transcription factors containing an N-terminal DOF (DNA-binding one finger) domain and a C-terminal region for transcriptional regulation. Arabidopsis contains 37 potential *DOF* genes (Yanagisawa, 2002; Yang et al., 2006; Moreno-Risueno et al., 2007; Le Hir and Bellini, 2013; Noguero et al., 2013), classified into seven groups discerning mainly in their C-terminal part, which confers them a broad range of biological functions in different plant-specific scenarios, such as photosynthetic carbon assimilation, light-regulated gene expression, accumulation of seed storage proteins, germination, dormancy, response to phytohormones and flowering time (Gupta et al., 2015). In the recent years, DOF proteins have been identified that bind to plant genes and interact with other transcription factors involved in seed development (reviewed in Ruta et al., 2020). Among them, the maize P-box-containing DOF transcription factor regulates SSP accumulation by binding to the prolamin box in zein gene promoters, interacting with the bZIP transcriptional activator Opaque2 (Vicente-Carbajosa et al., 1997), the maize ZmDOF36 protein positively controls starch accumulation (Wu et al., 2019), and the soybean *GmDof4* and *GmDof11* genes enhance lipid content in Arabidopsis seeds (Wang et al., 2007). DOF transcription factors are also involved in other aspects of seed development, such as suberin biosynthesis in the outer integument, which further influence seed longevity. In Arabidopsis, the *DOF1.5/COG1* gene is a negative regulator of light perception that controls the expression of the peroxidases PRX2 and PRX25, involved in the polymerization of suberin in the seed coat (Renard et al., 2020a). Also, the Arabidopsis DOF4.2 protein has been proposed to be involved in seed coat composition and mucilage production (Zou et al., 2013). Given the diversity in structure of the different DOF proteins, the discovery of more members of this family involved in seed development will be of great value to understand the molecular events controlling seed quality traits such as seed longevity.

In this study, we identified the transcription factor DOF4.1 as a negative regulator of seed longevity. *dof4-1* loss-of-function mutant exhibited enhanced seed viability after artificial aging assays. Transcriptomic analysis of *dof4-1* showed significant accumulation of transcripts of several longevity-related genes, especially SSPs. Seed permeability is reduced in *dof4-1* mutants, and lipid polyester layer is thicker in these mutants, suggesting also a role for DOF4.1 in seed coat lipid barriers development. The enhanced seed longevity of *dof4-1* is abolished in the quadruple mutant *dof4.1 crua crub cruc*, suggesting that increased cruciferin expression greatly contributes to the *dof4-1* phenotype. Moreover, a functional link is suggested between DOF4.1 and DOF1.8 transcription factors. DOF1.8 repressed *DOF4.1* expression *in Nicotiana* leaves and expression of both transcription factors anticorrelates during seed development. However, *dof1.8* mutants present similar longevity than wild type, suggesting the existence of additional cellular factor controlling *DOF4.1* expression.

## Materials and Methods

### Plant Material and Growth Conditions

*dof4.1-1* (Salk_076064), *dof4.1-3* (GABI_383E02), and *dof1.8-1* (Salk_130584) mutants were obtained from the Nottingham Arabidopsis Stock Centre (NASC). *cra crb crc (crabc)* mutant and RNAi napin line (transgenic line for napin silencing through RNAi), generated by Withana-Gamage et al. (2013), were a gift from Dr. Bentsink laboratory.

*Arabidopsis thaliana* seeds were surface sterilized with 70% ethanol 0.1% Triton X-100 for 15 min and rinsed three times with sterile water. Seeds were stratified for 3 days at 4^°^C. Germination was carried out on plates containing 25 ml Murashige and Skoog (MS) salts with 1% (w/v) sucrose, 10 mM 2-(N-morpholino) ethanesulfonic acid and 0.9% (w/v) agar, pH was adjusted to 5.7. To obtain fresh seeds, Arabidopsis plants were grown under greenhouse conditions (16 h light/8 h dark, at 23 ± 2^°^C and 70 ± 5% relative humidity) in pots containing a 1:2 vermiculite:soil mixture. Control and mutant plants were grown simultaneously.

### Artificial Aging Assays

Seeds used for testing were harvested at the same time and stored under the same conditions for at least 2 weeks prior to the experiment. A control germination assay without aging was used to discard genotypes with affected germination. The Elevated Partial Pressure of Oxygen (EPPO) (Groot et al., 2012), was performed with 5 bar O_2_ and 10% relative humidity of for 9 months. For the accelerated-aging treatment, imbibed seeds were aged at 40^°^C for 32–36 h. Natural seed aging treatment consisted of dry seed storage at room temperature (20–25^°^C, 40–60% RH) for 18 months. Except in accelerated aging, all treatments were performed prior to seed sterilization and stratification. After the treatment, seeds were sown on MS medium and seedling establishment with green cotyledons was scored after 9 days. All the assays were performed with three biological replicates using 50 seeds per replicate. *T*-tests were used to determine significant differences between genotypes.

### Biochemical Staining Assays

Triphenyltetrazolium salt penetration assay was performed as described by Molina et al. (2008). Briefly, seeds were incubated in the dark in 1% (w/v) tetrazolium red at 30^°^C for 2 and 4 days. Then, formazan was extracted and quantified as the absorbance at 485 nm. For mucilage staining, seeds were first imbibed in water during 3 min and then incubated in 0.2% Ruthenium Red solution for 15 m with agitation. After washing with water, photographs were taken with a Nikon’s Eclipse E600 microscope.

Seed coat suberin staining was performed on mature seeds with Sudan Red 7B as described by Bueso et al. (2016).

### Transcriptomic Assays and RNA Data Analysis

RNA was extracted from developing seeds (9 days after pollination, DAP), as described before (Oñate-Sánchez and Vicente-Carbajosa, 2008). Two replicates were performed for wild-type seeds, and three replicates for *dof4.1-3* seeds. Twenty-million paired-ends 50 nt reads per library (40 million in total) were sequenced. After adaptor removal and low-quality trimming of raw reads with cutadapt (Martin, 2011), clean reads were quality assessed with FastQC and mapped to the TAIR10 Arabidopsis thaliana genome using HISAT2 (Kim et al., 2015). Gene counts were then obtained with htseq-count (Anders et al., 2015) and used for differential expression analysis with DESeq2 (Love et al., 2014). Significative genes (p-adjusted (FDR) < 0.05 and expression in *dof4.1* at least two-fold higher or lower than in the wild type) were used for functional analysis using Panther (Mi et al., 2021). Redundant GO terms were removed using ReviGO (Supek et al., 2011) and remaining GO terms were visualized using bubble plots. Data have been submitted to GEO repository under the accession number GSE198206.

### qRT-PCR Expression Assays

RNA was extracted from developing seeds (3-21 DAP) as above. DNA removal was performed with DNAse kit (E.Z.N.A). About 500 ng RNA was reverse-transcribed using the Maxima first-strand cDNA synthesis kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. qRT-PCR was performed with the PyroTaq EvaGreen qPCR Mix Plus (ROX; Cultek S.L.U., Spain) in a total volume of 20 μl using an Applied Biosystems 7500 Real-Time PCR System (Thermo Fisher Scientific). Data are the mean of three replicates. Relative mRNA abundance compared to AT5G55840, ASAR1 was calculated, using the comparative ΔCt method. Primers for qRT-PCR are listed in Supplementary Table 1.

### Constructs and *Agrobacterium* Transformation

To obtain pUBQ10:DOF4.1-HA construct, the cDNA of DOF4.1 was amplified from wild-type seeds cDNA, using the following primers, that include *Bam*HI restriction sites at both ends of the gene: DOF4.1 Bam FP: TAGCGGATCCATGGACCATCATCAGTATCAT and DOF4.1 Bam RP: TGAGGGATCCCCATGTTGGTCCACCACTAT. After amplification, it was cloned into the pCR8 vector. Then, the cDNA was introduced into pTEX:2xHA vector using *Bam*HI sites. Finally, the cDNA DOF4.1-HA fragment was obtained by digestion with *Sma*I and *Sal*I and ligated into the pUBQ10 vector.

To obtain *pDOF4.1:GFP* construct, the promoter of DOF4.1 (1,500 bp upstream the start codon) was amplified using the following primers (pDOF.FP: CCAAAACCAAACAGAATTGATTCCC and pDOF.RP: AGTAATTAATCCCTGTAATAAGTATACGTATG), subcloned into pCR8 vector, and finally into pMDC107 through GATEWAY technology.

*p35S:DOF1.8* was generated using the Goldenbraid (GB) technology (Sarrion-Perdigones et al., 2014). First, DOF1.8 cDNA sequence was domesticated and introduced in the pUPD2 vector following the instructions of GoldenBraid4.0 webpage. Primers for DOF1.8 domestication are listed in Supplementary Table 2. Then, a GoldenBraid multipartite assembly reaction was performed to join the generated DOF1.8 cDNA with the 35S promoter (GB0030) and a NOS terminator (GB0037) GB parts (in the pUPD2 vector) and to introduce the resulting transcriptional unit (TU) into the pDGB_α1 Goldenbraid destination vector. *E. coli* competent cells were transformed with the different constructs and proper cloning was proved by plasmid sequencing. The obtained constructs were introduced into *Agrobacterium tumefaciens* strain GV3101 for transient (in Nicotiana) or stable expression (in *dof4.1-3* mutant in Arabidopsis, using the floral dipping method).

### Transient Expression Assays in *Nicotiana benthamiana*

Transient expression assays were performed by agroinfiltration of 4-weeks-old *Nicotiana benthamiana* leaves. Agrobacterium cultures containing *pDOF4.1:GFP* and *p35S:DOF1.8* were grown until OD:0,2 and leaves were infiltrated with *pDOF4.1:GFP* with or without *p35S:DOF1.8*. *p35S:YFP* (GB0209) was employed as a positive control and *p35S:DOF1.8* alone was used as negative control. In all cases, *p35S:P19* silencing suppressor (GB0108) was coinfiltrated and *pDGB1alpha1_SF* (GB0106), a construct with a *Solanum lycopersicum* intergenic region (an “inert” DNA fragment), was used, when necessary, to equilibrate the final concentration of each Agrobacterium culture in the final mixes. 3 biological replicates were performed for positive and negative controls and 6 biological replicates for assaying DOF4.1 expression. After 5 days, GFP was observed in a confocal ZEISS-LSM710 microscope. Laser used was Argon with an excitation lambda of 488 nm, and an emission spectrum of 500–550 nm was registered.

## Results

### Loss-of-Function of the DOF4.1 Transcription Factor Increases Seed Longevity

Previously, a genome-wide association study on Arabidopsis had revealed a genomic region on chromosome 4 associated with seed aging after the Elevated Partial Pressure of Oxygen (EPPO) assay (Renard et al., 2020b). To identify the causal agent of this association, genes around the significant polymorphism (SNP) were selected as case studies for reverse genetic analysis. The associated SNP was in linkage disequilibrium with the AT4G00940 locus, encoding a Dof-type transcription factor (DOF4.1). The DOF4.1 protein belongs to the group III of DOF transcription factors of Arabidopsis, containing the binding domain in the N-terminal part, a characteristic C-terminal part shared by all members of this group, and a LPDLNP motif shared only by two DOF proteins of the group (DOF2.5/DAG2 and DOF3.7/DAG1), involved in seed germination (Gualberti et al., 2002; Yanagisawa, 2002). According to the Arabidopsis eFP Browser (Winter et al., 2007) DOF4.1 is expressed during seed development, making this gene a putative candidate for further analysis (Supplementary Figure 1). Two T-DNA alleles were selected for aging experiments. The *dof4.1-1* allele has the T-DNA inserted in the leader intron of this gene (Ahmad et al., 2013). RT-PCR experiments on homozygous plants show that this allele still transcribes some *DOF4.1* mRNA. However, this mRNA includes the T-DNA in the 5′-UTR (Supplementary Data Sheet 1), which will presumably interfere in ribosome scanning and translation of the DOF4.1 protein. The *dof4.1-3* allele contains a T-DNA in the second exon (Figure 1A). RT-PCR experiments show that this mutant is not able to transcribe a mRNA, and we consider it a knock-out allele (Supplementary Data Sheet 1).

**FIGURE 1:**
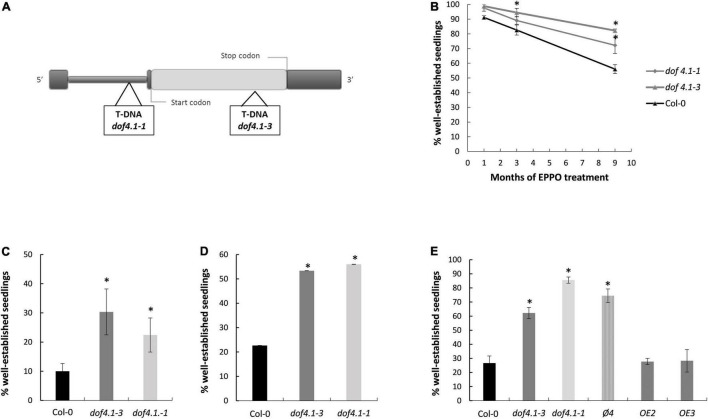
*dof4.1* seeds exhibit increased longevity. **(A)** Scheme of DOF4.1 locus showing the localization of T-DNA insertions in *dof4.1-1* and *dof4.1-3* alleles. **(B)** Elevated Partial Pressure of Oxygen (EPPO) treatment: Seeds were sown on MS plates after maintaining them during 1, 3, or 9 months at 5 bar O_2_ and 10% RH. **(C)** Accelerating Aging Treatment: seeds were imbibed in water and incubated at 40^°^C for 36 h. **(D)** Natural seed aging treatment: dry seeds were maintained at room temperature and ambient humidity (20–25^°^C, 40–60% RH) for 18 months and sown on MS plates. **(E)** Accelerated aging treatment in *dof4.1-3* lines overexpressing DOF4.1 under the control of pUBQ10 promoter. Seeds were imbibed in water and incubated at 40^°^C for 36 h. Percentage of established seedlings was recorded after 9 days growing on MS media. Bars represent the average and standard errors of three replicates with 50 seeds per line. Col-0, Columbia 0. φ4: Transgenic plant transformed with the empty pUBQ10 vector used to generate the overexpression lines. OE: overexpression lines. Asterisks indicate significant differences with WT (*P* < 0.05) between samples in two-tailed Student’s *t*-test.

Artificial aging assay (EPPO) over *dof4.1-1 and dof4.1-3* seeds indicate that DOF4.1 function is hampering seed longevity. After 9 months on high oxygen conditions, 72% of *dof4.1-1* and 83% of *dof4.1-3* seeds could germinate, against only 56% of wild type Col-0 seeds (Figure 1B). A similar response was obtained under a wet-aging artificial assay (accelerated aging assay, Figure 1C) and also after naturally aging the seeds for 18 months on ambient conditions in the laboratory (Figure 1D). In these assays, seeds of both *dof4.1* alleles are better storable than wild type, *dof4.1-3* seed presenting slightly higher longevity than *dof4.1-1* in EPPO and ambient assays. Complementation of the *dof4.1-3* mutant with a wild-type *DOF4.1* gene abolished the seed longevity resistance observed in the mutant, indicating that this phenotype is due to the lack of the DOF4.1 protein (Figure 1E). These results indicate that the presence in seeds of a functional DOF4.1 protein is detrimental for seed longevity under different storage conditions.

### Transcriptomic Experiments in *dof4.1-3* Seeds Suggest a Role for DOF4.1 in Seed Development

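Developing seeds of the wild type Col-0 (2 libraries) and of the T-DNA mutant dof4.1-3 (3 libraries) were compared by RNA-seq. DOF4.1 (AT4G00940), the Dof-type transcription factor gene that carries the insertion, had 1 and 14 counts in the Col-0 libraries and 3, 4 and 4 in the dof4.1-3 libraries. These counts are below the minimum for testing and too few to check the labels of the libraries. By the paper's qRT-PCR, DOF4.1 expression in seeds begins later than 9 days after pollination. In the supplement's semiquantitative RT-PCR the DOF4.1 product was seen in wild type and not in dof4.1-3. DOF4.1 lies on the minus strand of chromosome 4 of TAIR10.1 from 402959 to 404873, and its coding sequence, from 403320 to 404204, falls in exon 2, the exon that holds the insertion of dof4.1-3 according to the paper. The methods and the sample labels give the age of the seeds as 9 days after pollination and the results give 10. The labels write the mutant's name without its allele number, and the paper's name dof4.1-3 is used here. The methods give 2 replicates of wild type and 3 of dof4.1-3 and do not say whether they came from separate plants. The p-values of single genes therefore measure the spread between these libraries, which may be technical.

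The authors trimmed reads with cutadapt, checked them with FastQC, mapped them to TAIR10 with HISAT2 and counted them per gene with htseq-count without regard to strand. The deposited values are these raw counts. They total 16500028 and 17049283 over genes in Col-0 replicates 1 and 2 and 20101091, 21722055 and 21053818 in dof4.1-3 replicates 1, 2 and 3, where the paper states about 20 M read pairs per library. Cruciferin and napin genes together took 9.82% and 6.12% of the gene counts in the Col-0 libraries and 14.0%, 28.2% and 19.0% in the dof4.1-3 libraries. Of 37336 genes in the table, 19003 had enough counts to be tested. Library sizes were scaled with TMM, and genotypes were compared with edgeR's quasi-likelihood test, with p-values adjusted by Benjamini-Hochberg over all tested genes. Levels of single genes are given as TMM-normalized CPM, counts scaled by library size, and log2 fold changes are dof4.1-3 over Col-0. Because 2 libraries against 3 allow no exact permutation p below 0.1, single genes were judged by the adjusted p alone. Tests on counts assume that the spread between libraries is alike in both groups, which 2 Col-0 libraries can show only roughly.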

To gain insight into the mechanisms by which DOF4.1 is affecting seed longevity, the transcriptome of 10 days after fertilization (DAP) *dof4.1-3* seeds was compared to wild-type‘s. 

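Many more genes fell than rose in dof4.1-3 seeds. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 183 genes were lower and 23 were higher in dof4.1-3 (n = 3) than in Col-0 (n = 2), and 182 and 21 of these changed at least 2-fold. AT1G19320, a thaumatin-like pathogenesis-related protein gene, fell by 3.94 on the log2 scale (standard error 0.36), AT2G44970, an alpha/beta-hydrolase gene, fell by 3.46 (standard error 0.23) and AT4G21650, a subtilisin-like protease gene, fell by 3.04 (standard error 0.23). Among the genes that rose were CalS7 (AT1G06490), a callose synthase, with a log2 fold change of 2.13 (standard error 0.33), EXPA15 (AT2G03090), a cell wall expansin, with 1.83 (standard error 0.31) and BGAL3 (AT4G36360), a beta-galactosidase, with 1.78 (standard error 0.28). None of these increases was called with a trend over gene length removed from each library.

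Of the called genes with a mean of at least 5 CPM and groups that do not overlap, the 10 with the largest decreases also included the small cysteine-rich peptide genes LCR49 (-2.47, standard error 0.32), LCR48 (-2.16, standard error 0.29) and AT1G13607 (-2.38, standard error 0.23). AT4G00872, a member of the invertase and pectin methylesterase inhibitor superfamily, had a log2 fold change of -2.32, the glyoxal oxidase gene GLOX1 -2.25, the filaggrin-like gene AT1G64370 -2.24 and AT5G09370, of the lipid-transfer protein superfamily, -2.12. The 2 largest increases among called genes of this kind were of uncharacterized genes with few counts in Col-0. AT3G44006 had 2 and 1 counts in Col-0 and 219, 272 and 209 in dof4.1-3, a ratio of 143 (95% counting interval 48.8 to 697), and AT1G75945 had 5 and 5 and 191, 373 and 425, a ratio of 60.7 (32.9 to 127). The interval covers counting error only. The glycine-rich protein gene AT2G05580 (2.31), TRM13 (1.69), CYP71A15 (1.68) and AT1G17830 (1.57) completed the 10 largest increases among them, with those above and the raffinose synthase gene RS4. Adjusted p-values of these 20 genes lay between 0.000422 (AT3G44006) and 0.0467 (RS4) by the same test. An unadjusted p under 0.05 was reached by 3011 genes. In 3095 tested genes (16.3%) every dof4.1-3 library lay above both Col-0 libraries and in 3473 (18.3%) below both, where chance gives 10% in each direction.

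The calls depended on the libraries kept, on the tool and on gene length. Without dof4.1-3 replicate 1 there were 162 higher and 338 lower, without replicate 2 181 and 707, and without replicate 3 4 and 51. DESeq2 called 249 and 596, and edgeR with a trend over gene length removed from each library 10 and 45. Leaving out a Col-0 library leaves 1 in that group and no spread of its own. Calls lost in such fits therefore do not show that a gene's change is unstable. The median log2 fold change ran from -0.30 in the 10% of genes with the shortest transcripts to 0.29 in the 10% with the longest, and 83 of the lower genes were among the shortest 10%, 12 after the trend was removed.

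**Figure D1:**
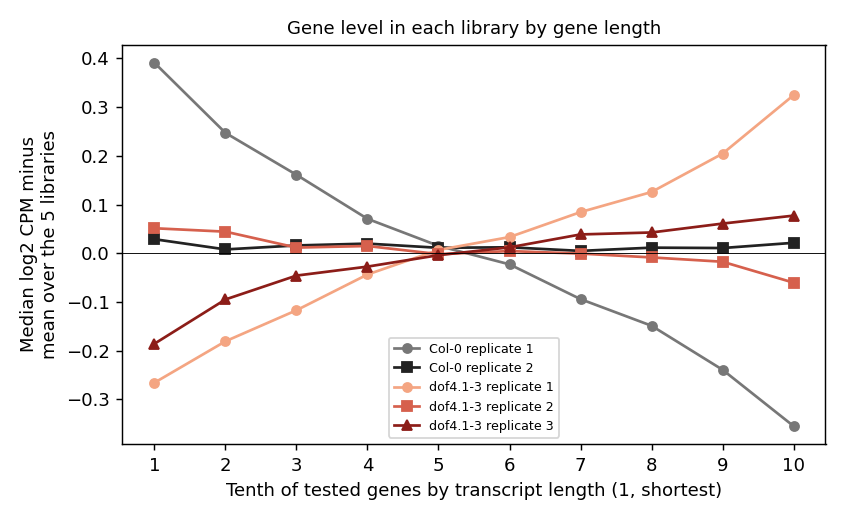
Median of log2 CPM minus the mean over the 5 libraries (vertical axis) for tested genes in 10 equal groups by transcript length (horizontal axis, shortest first), with a line for each library. Col-0 replicate 1 runs from 0.39 to -0.35, dof4.1-3 replicate 1 from -0.27 to 0.32 and dof4.1-3 replicate 3 from -0.19 to 0.08, while Col-0 replicate 2 stays between 0.00 and 0.03.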

259 and 623 genes were found up-regulated and down-regulated in *dof4.1-3*, respectively (Supplementary Table 2). 

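The genes that fell in dof4.1-3 were enriched in families of small secreted proteins in the fit without a length correction and in none once a trend over gene length was removed. Of 22 tested low-molecular-weight cysteine-rich (LCR) peptide genes, which resemble plant defensins, 7 fell (adjusted p = 1.31e-06, median log2 fold change -1.92). Of 46 genes of the superfamily that holds lipid-transfer proteins and napins, 8 fell (adjusted p = 7.69e-06, median -0.80), and of 16 early nodulin-like genes, 5 fell (adjusted p = 1.33e-04, median -0.88). Of 7 genes related to the S1 self-incompatibility protein, 3 fell (adjusted p = 0.00949, median -2.57).

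Defensin-like genes (3 of 12), genes with an X8 carbohydrate-binding domain (3 of 13) and genes of the invertase and pectin methylesterase inhibitor superfamily (4 of 32) each had an adjusted p of 0.0440. Families were taken from product names in the TAIR10.1 annotation, with 635 families of at least 5 tested genes, and called genes were compared with all other tested genes by a one-sided Fisher exact test with Benjamini-Hochberg adjustment over families and both directions. Among the higher genes the smallest adjusted p of a family was 0.765. The Fisher test takes genes as independent of each other. Genes of a family can move together across the same libraries, so these p-values do not measure the spread between libraries. Gene ontology terms were not used here. Once the trend over gene length was removed, 0 of these 7 LCR genes passed (adjusted p from 0.0660 for LCR47 to 0.126 for LCR84). In the other families the calls that remained were 1 of the 8 of the lipid-transfer superfamily, 0 of the 5 early nodulin-like genes, 1 of the 3 S1-related genes, 1 of the 3 defensin-like genes, 2 of the 3 genes with an X8 domain and 1 of the 4 of the inhibitor superfamily. The medians of these families were then -1.29, -0.44, -0.58, -2.12, -1.54, -0.46 and -1.04 in the same order. The smallest adjusted p of a family in that fit was 0.534 (the X8 domain), so each enrichment rests on the fit without that correction.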

The top 20 significant categories (gene ontology, biological process) among the two group of genes are shown in Figure 2A. 

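Of 39 tested vicilin, embryo patterning and endosperm genes, only WOX8 passed the test singly in the comparison of dof4.1-3 with Col-0 seeds. All 4 vicilin-like storage globulin genes had higher mean levels in dof4.1-3, with a median log2 fold change of 1.18: AT2G18540 had 1.92 (standard error 0.43, adjusted p = 0.0861 from edgeR's quasi-likelihood test) and AT2G28490 had 1.13 (standard error 0.33, adjusted p = 0.134). WOX8 (AT5G45980), a homeobox gene of the early embryo's basal lineage and suspensor, fell by 1.94 on the log2 scale (standard error 0.33, adjusted p = 0.0290). YUC4, an auxin synthesis gene, and AIL5, a gene of the AINTEGUMENTA-like family, had log2 fold changes of 1.09 (standard error 0.22, adjusted p = 0.0568) and 1.02 (standard error 0.21, adjusted p = 0.0597).

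For vicilins edgeR called 0 of 4 genes over all tested genes, 4 higher when adjusted over the list alone, 4 at an unadjusted p under 0.05, 3 with DESeq2 and 0 with limma-voom. Of 26 embryo patterning and meristem genes, 20 had positive and 6 negative log2 fold changes. WOX8, against the direction of most, was lower and none higher over all genes, and 5 were higher and 1 lower when adjusted over the list alone. DESeq2 called 5 higher and 1 lower, and limma-voom 2 higher and 1 lower. Of 9 endosperm genes, 3 positive and 6 negative, edgeR called 0 (2 lower when adjusted over the list alone, 3 lower at an unadjusted p under 0.05, 2 lower with DESeq2 and 0 with limma-voom); ZOU, which drives endosperm breakdown, had a log2 fold change of -0.91 (adjusted p = 0.0851) and ALE1, a protease gene of the endosperm needed for the embryo's cuticle, -1.20 (adjusted p = 0.0940). As whole lists, vicilins (adjusted p = 1.63e-05) and embryo genes (0.00434) were shifted up and endosperm genes (0.0409) down against all other genes by limma's camera with a preset correlation of 0.01, but not with an estimated correlation (adjusted p = 0.174, 0.474 and 0.299 with an estimated correlation). Against no change between genotypes, fry gave adjusted p of 0.115, 0.338 and 0.163. Across all 25 list readings, camera called 19 and, with an estimated correlation, 0 (smallest adjusted p 0.107), and limma's fry called 6. The lists were drawn up after Supplementary Table 2 had been seen, so their counts are not independent evidence of a direction. Without dof4.1-3 replicate 1 edgeR called 1 vicilin gene and 3 embryo genes higher and 2 endosperm genes lower, and without dof4.1-3 replicate 2 1 vicilin gene and 6 embryo genes higher. The log2 fold change of WOX8 stayed between -2.23 and -1.56 with any 1 library left out and was -1.79 with the length trend removed. Its call was lost without dof4.1-3 replicate 3 (adjusted p = 0.0965) and with the length trend removed (0.0745). The call of the embryo list (median 0.26) was lost without Col-0 replicate 1 (median 0.13, adjusted p = 0.185) or with the replicate number as a block and the length trend removed (0.06 and 0.129), and also without both Col-0 replicate 1 and dof4.1-3 replicate 1 (0.446), a fit chosen after seeing the data. That of the endosperm list was lost without Col-0 replicate 2 (0.0527) or dof4.1-3 replicate 1 (0.0620) or 2 (0.151). The embryo median was 0.58 without Col-0 replicate 2 and 0.48 without dof4.1-3 replicate 2. The endosperm median was -0.48 over 9 genes, -0.98 with DESeq2 and -0.92 without a filter on low counts over 19 genes, and -0.79 with the replicate number as a block.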

Although their link to seed longevity is not straightforward at first glimpse, it is remarkable the enrichment of categories such as “seed maturation” (GO: 0010431) among the upregulated genes, and “seed coat development” (GO: 0010214), among the downregulated genes, suggesting a role for the *DOF4.1* gene in seed-related processes. A concerted upregulation was found among seed storage protein genes (cruciferins and napins), namely the ones encoding the CRA (3.0-fold), CRB (3.83-fold), CRC (3.6-fold) and CRD (5.7-fold) globulins, as well as in those encoding the SESA1 (AT4G27140) (5.7-fold), SESA2 (AT4G27150) (2.7-fold) and SESA5 (AT5G54740) (3.0-fold) 2S albumins. 

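Transcripts of all 4 cruciferins (12S globulins) and all 5 napins (2S albumins), the main storage proteins of the seed, had higher levels in every dof4.1-3 library than in both Col-0 libraries. CRD (AT1G03890) averaged 247 ± 102 CPM (SD, n = 2) in Col-0 and 1413 ± 883 (SD, n = 3) in dof4.1-3, 5.72-fold more (log2 fold change 2.52, standard error 0.58). SESA1 (AT4G27140) had 1455 ± 722 CPM (SD, n = 2) and 8312 ± 5035 (SD, n = 3), 5.71-fold more (log2 2.51, standard error 0.60). The log2 fold changes were 1.58 for CRA (AT5G44120, standard error 0.48), 1.95 for CRB (AT1G03880, standard error 0.47) and 1.86 for CRC (AT4G28520, standard error 0.52). Those of SESA2 (AT4G27150) and SESA5 (AT5G54740) were 1.43 (standard error 0.52) and 1.59 (standard error 0.49).

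None of these genes passed edgeR's quasi-likelihood test over all genes: the adjusted p was 0.151 for CRA, 0.0879 for CRB, 0.125 for CRC, 0.0931 for CRD, 0.0914 for SESA1, 0.226 for SESA2 and 0.162 for SESA5. Of the 4 cruciferins edgeR called 0 over all genes, 4 higher when adjusted over the list alone and 4 at an unadjusted p under 0.05, DESeq2 called 4 and limma-voom 0. Of the 5 napins edgeR called 0, 5 when adjusted over the list alone and 5 at an unadjusted p under 0.05, DESeq2 called 3 and limma-voom 0. Cruciferins (median log2 fold change 1.90, adjusted p = 2.29e-07) and napins (1.43, adjusted p = 7.78e-06) were higher than other genes as lists by camera, and not with an estimated correlation (adjusted p = 0.174 and 0.242 with an estimated correlation). In fry's test against no change their adjusted p was 0.152 and 0.212. Both lists hold genes that the study picked from these libraries, so their direction here is not independent evidence. By qRT-PCR, an assay not analysed here, the paper reports higher cruciferin and napin expression in dof4.1-3 at 9 days after pollination and later. CRB and CRD lie side by side on chromosome 1 of TAIR10.1 (985751 to 988146 and 989198 to 991020), CRA on chromosome 5 from 17756238 to 17758336 and CRC on chromosome 4 from 14087556 to 14089796. Without dof4.1-3 replicate 1, edgeR called CRB, CRD, SESA1 and SESA5, and without dof4.1-3 replicate 2 CRD and SESA1. Without Col-0 replicate 1 SESA1 was 8.85-fold, SESA2 4.14-fold and SESA5 4.97-fold higher; the lowest values with 1 library left out were 3.95-fold for SESA1 (without dof4.1-3 replicate 2) and 2.00-fold and 2.16-fold for SESA2 and SESA5 (without Col-0 replicate 2). The napin median was 1.00 without Col-0 replicate 2 and 2.33 without both Col-0 replicate 1 and dof4.1-3 replicate 1, a fit chosen after seeing the data.

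**Figure D2:**
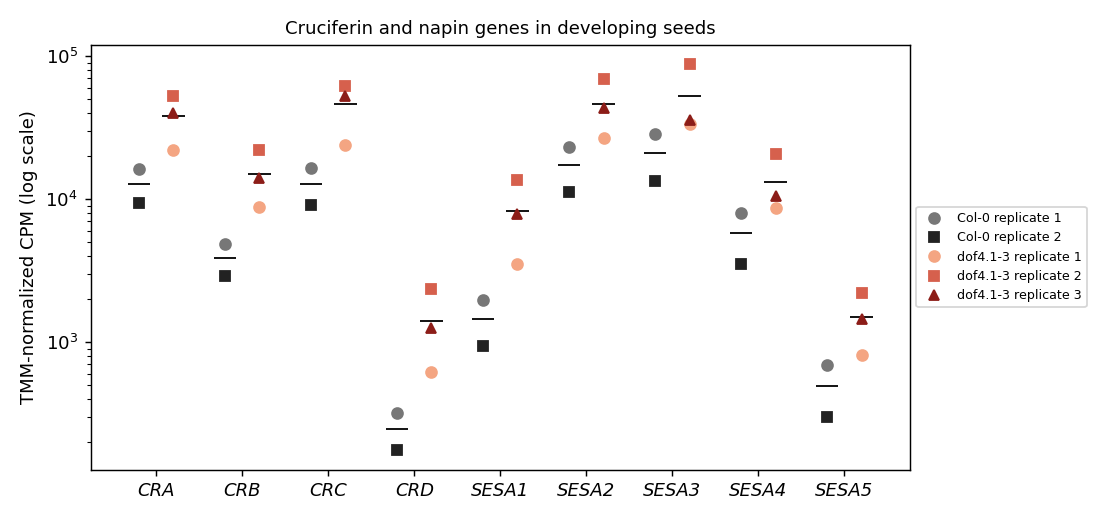
TMM-normalized CPM on a log scale of cruciferin and napin genes in each of 2 Col-0 and 3 dof4.1-3 libraries (points), with the mean of each genotype (lines). For each of the 9 genes the 3 dof4.1-3 libraries lie above both Col-0 libraries, and dof4.1-3 replicate 2 is highest.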

The *SESA4* gene (AT4G27170) was also upregulated (2.26-fold), but slightly below the criteria we used for significance (adjusted *p*-value 0.06). Moreover, the SSP-inductor *ABI3* gene was also up-regulated in the *dof4.1-3* mutant (1.85-fold). 

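The napin gene SESA4 averaged 5787 ± 3192 CPM (SD, n = 2) in Col-0 and 13268 ± 6394 (SD, n = 3) in dof4.1-3, 2.29-fold more (standard error 0.50 on the log2 scale), with an adjusted p of 0.280 from edgeR's quasi-likelihood test. SESA3 (AT4G27160), the napin gene beside it, had 20919 ± 10494 CPM (SD, n = 2) and 52590 ± 30899 (SD, n = 3), a log2 fold change of 1.33 (standard error 0.56, adjusted p = 0.289 by the same test). SESA1 to SESA4 stand in a row on chromosome 4 of TAIR10.1, SESA4 from 13613596 to 13614283 and SESA3 from 13611796 to 13612563, and as similar tandem copies they may share reads, which leaves the split of counts among them uncertain. With 1 library left out SESA4 lay between 1.65-fold (without Col-0 replicate 2) and 3.78-fold higher (without Col-0 replicate 1).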

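ABI3 (AT3G24650), a B3-domain transcription factor that switches on storage protein genes, averaged 75.4 ± 24.9 CPM (SD, n = 2) in Col-0 and 137 ± 19.1 (SD, n = 3) in dof4.1-3. This is 1.82-fold more (log2 fold change 0.86, standard error 0.25), and all 3 dof4.1-3 libraries lay above both Col-0 libraries. Its adjusted p was 0.140 from edgeR's quasi-likelihood test and 0.0311 from DESeq2. ABI3 lies on chromosome 3 of TAIR10.1 from 8997370 to 9001185. Without dof4.1-3 replicate 2 edgeR called it as well.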

Surprisingly, the gene encoding the master regulator LEC1 was significantly repressed (2.65-fold), perhaps obeying to an SSP-dependent feedback mechanism. Moreover, also enriched on the upregulated genes was the category lipid droplet (GO: 0005811), specialized organelles acting as seed lipidic reservoirs. 

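LEC1 (AT1G21970), a subunit of the NF-Y transcription factor that directs embryo development and the start of maturation, fell in dof4.1-3 seeds. It averaged 51.4 ± 7.17 CPM (SD, n = 2) in Col-0 and 19.2 ± 3.64 (SD, n = 3) in dof4.1-3, 2.68-fold less (log2 fold change -1.42, standard error 0.21, adjusted p = 0.0209 from edgeR's quasi-likelihood test). The other master regulators did not pass the test: LEC2 (AT1G28300), a B3-domain factor, had a log2 fold change of -0.84 (standard error 0.29, adjusted p = 0.196) and FUS3 (AT3G26790), another B3-domain factor, 0.45 (standard error 0.24, adjusted p = 0.399), with overlapping libraries. TTG1 (AT5G24520), a WD40 protein that acts in seed coat and storage protein regulation, had -0.28 (standard error 0.19, adjusted p = 0.511).

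Of 21 measured regulators of seed maturation, 1 (LEC1) was lower and 20 did not pass over all genes, and 3 were higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 0.31 (adjusted p = 0.0684 by camera, 0.242 with an estimated correlation, 0.0958 by fry, and by camera 0.0353 without dof4.1-3 replicate 2, 0.0160 with DESeq2 and 0.0240 without a filter on low counts). The median ran from 0.15 with the replicate number as a block and the length trend removed to 0.47 without Col-0 replicate 2. The list includes genes the study named from these data, so it is not independent evidence. LEC1 lies on chromosome 1 of TAIR10.1 from 7727577 to 7729649. Its call was lost with the length trend removed (adjusted p = 0.0634), where it was 2.26-fold lower. Without Col-0 replicate 1 or 2 it stayed 2.41-fold and 2.94-fold lower.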

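Genes of lipid droplet proteins had log2 fold changes of both signs, and none of them passed the test. CLO2 (AT5G55240), a caleosin with peroxygenase activity, averaged 46.3 ± 17.0 CPM (SD, n = 2) in Col-0 and 134 ± 46.6 (SD, n = 3) in dof4.1-3, a log2 fold change of 1.53 (standard error 0.34, adjusted p = 0.0714 from edgeR's quasi-likelihood test). SEIPIN1 (AT5G16460), needed for the budding of lipid droplets, had a log2 fold change of 1.66 (standard error 0.43, adjusted p = 0.103). Over 20 measured genes of the list the median was 0.32, with 13 positive and 7 negative values.

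edgeR called 0 of the 20 genes over all tested genes, 5 higher and 2 lower when adjusted over the list alone, and 6 higher and 2 lower at an unadjusted p under 0.05; DESeq2 called 3 higher and 2 lower and limma-voom 0. Without dof4.1-3 replicate 1 edgeR called 4 higher, and without dof4.1-3 replicate 2 1 higher and 1 lower. The list as a whole was higher than other genes by camera (adjusted p = 0.0177), not with an estimated correlation (adjusted p = 0.530 with an estimated correlation), nor without Col-0 replicate 2 (median 0.03, adjusted p = 0.724) or dof4.1-3 replicate 2 (adjusted p = 0.151). Tested against no change by fry, it had an adjusted p of 0.412. As Supplementary Table 2 had been seen when it was drawn up, the list is not independent evidence. Without Col-0 replicate 1 the median was 0.74 (adjusted p = 1.51e-06). With the length trend removed edgeR called CLO2 (adjusted p = 0.0495), and the median was 0.42.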

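DOG1 (AT5G45830), a central gene of seed dormancy, averaged 8.30 ± 1.96 CPM (SD, n = 2) in Col-0 and 23.7 ± 9.70 (SD, n = 3) in dof4.1-3, a log2 fold change of 1.52 (standard error 0.37, adjusted p = 0.0952 from edgeR's quasi-likelihood test). ABCG6 (AT5G13580), an ATP-binding cassette transporter of suberin precursors, had 13 and 20 counts in Col-0 and 39, 201 and 35 in dof4.1-3, a log2 fold change of 2.42 (standard error 0.94, adjusted p = 0.278) that lay between 1.00 (without dof4.1-3 replicate 2) and 2.82 (without dof4.1-3 replicate 1) with 1 library left out. LEA48 (AT5G44310) and LEA9 (AT1G72100) encode late embryogenesis abundant (LEA) proteins, which protect cells during drying, and had log2 fold changes of 1.34 (standard error 0.32, adjusted p = 0.0902) and 1.08 (standard error 0.28, adjusted p = 0.102). CYP86A2 and CYP86A8, hydroxylases of cutin synthesis, had -0.76 (standard error 0.20, adjusted p = 0.105) and 0.49 (standard error 0.19, adjusted p = 0.250).

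Of 34 measured LEA genes other than dehydrins edgeR called 0 over all genes, 3 higher when adjusted over the list alone, and 7 higher and 1 lower at an unadjusted p under 0.05; DESeq2 called 5 higher and limma-voom 0. Their median log2 fold change was 0.49 (adjusted p = 0.0709 by camera, 0.680 with an estimated correlation and 0.622 by fry), 0.03 with limma-voom and -0.02 without Col-0 replicate 2. Without dof4.1-3 replicate 1 edgeR called 6 LEA genes higher, and camera called the list there (adjusted p = 4.30e-05) and without Col-0 replicate 1 (2.67e-05, median 0.93) or dof4.1-3 replicate 3 (0.00161). It did not call it without Col-0 replicate 2 (0.721) or dof4.1-3 replicate 2 (0.560, median 0.22). Camera also called it with DESeq2 (0.0222), without a filter on low counts (0.0434), with at least 10 counts in every library (0.0242), with the replicate number as a block (0.000248) and with the length trend removed (0.000695, median 0.76). With limma-voom (0.126) or the GC trend removed (0.0613) it did not. Of 24 suberin and cutin genes edgeR called 0, none when adjusted over the list alone, and 4 higher and 2 lower at an unadjusted p under 0.05; DESeq2 called 1 higher and limma-voom 0. The median of the suberin and cutin list was 0.22 (adjusted p = 0.180 by camera, 0.450 with an estimated correlation and 0.343 by fry). It lay between 0.10 (without dof4.1-3 replicate 2) and 0.35 (without Col-0 replicate 2) with 1 library left out and was 0.06 with the length trend removed. Neither list is independent evidence, since Supplementary Table 2 had been seen before. DOG1 lies on chromosome 5 of TAIR10.1 from 18589418 to 18591506, and DESeq2 gave it an adjusted p of 0.00374.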

Other upregulated genes involved in seed maturation with a putative link with seed longevity are the *DELAY OF GERMINATION (DOG1)*, the *ABCG6* gene, encoding a suberin transporter and four late embryogenesis abundant (*LEA*) genes. Finally, we found upregulated genes involved in oxidative stress mitigation, such as the superoxide dismutase *MSD2*, the peroxiredoxin *PER1*, the orthologous gene of the rice *OsLpa1* gene, involved in phytic acid biosynthesis, or the *VTC5* gene, involved in the synthesis of ascorbic acid, as well as the *RF4* raffinose synthase and the NADP-Malic enzyme 1(*NADP-ME1*) genes. Any of them could potentially contribute to the extended longevity phenotype found in this mutant.

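Of the 6 genes of this group, 3 rose in dof4.1-3 seeds by edgeR's quasi-likelihood test. VTC5 (AT5G55120), a GDP-L-galactose phosphorylase of ascorbate synthesis, had 297 and 423 counts in Col-0 (n = 2) and 889, 839 and 977 in dof4.1-3 (n = 3) (log2 fold change 1.22, standard error 0.20, adjusted p = 0.0265). RS4 (AT4G01970), a synthase of raffinose and stachyose taken here for the raffinose synthase that the paper calls RF4 without a gene ID, had 4.17 ± 0.559 CPM (SD, n = 2) and 15.8 ± 7.01 (SD, n = 3) (log2 1.92, standard error 0.37). The LPA1-like gene AT5G60760, related to phytic acid synthesis in rice, had 27.2 ± 3.04 CPM (SD, n = 2) and 54.1 ± 2.87 (SD, n = 3) (log2 0.99, standard error 0.19, adjusted p = 0.0447).

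The other 3 had higher levels in every dof4.1-3 library and did not pass. PER1 (AT1G48130), a seed peroxiredoxin, had 169 ± 66.4 CPM (SD, n = 2) and 392 ± 155 (SD, n = 3) (log2 1.22, standard error 0.37, adjusted p = 0.156). NADP-ME1 (AT2G19900), a malic enzyme that makes NADPH, had 16.5 ± 5.03 CPM (SD, n = 2) and 56.4 ± 23.0 (SD, n = 3) (log2 1.77, standard error 0.39, adjusted p = 0.0810). MSD2 (AT3G56350), a superoxide dismutase, had 81 and 37 counts in Col-0 and 110, 389 and 180 in dof4.1-3 (log2 1.81, standard error 0.70, adjusted p = 0.277). Scaled for library size, its level in dof4.1-3 replicate 1 (110 counts) barely exceeded that in Col-0 replicate 1 (81 counts). Of 25 antioxidant defence genes 1 (VTC5) was higher and none lower over all genes, 2 were higher when adjusted over the list alone, and the median log2 fold change was 0.14 (adjusted p = 0.155 by camera, 0.646 with an estimated correlation, 0.506 by fry, and by camera 0.0293 without Col-0 replicate 1 and 0.0441 with the length trend removed). That median ran from -0.01 (without dof4.1-3 replicate 2) to 0.21 (without Col-0 replicate 1) with 1 library left out. Of 4 galactinol and raffinose synthesis genes, RS4 was higher over all genes and when adjusted over the list alone, where the galactinol synthase gene GOLS2 (AT1G56600, log2 -1.49, standard error 0.39, adjusted p = 0.122 over all genes) was lower; the median was -0.07 with a mean of 0.07 (adjusted p = 0.881 by camera, 0.942 with an estimated correlation and 0.973 by fry). The median of so few genes of both signs is not stable: it was 0.91 with DESeq2 and 0.96 without a filter on low counts, over 6 genes, and -0.57 to 0.22 with 1 library left out. Both lists include genes the study named from these libraries and are not independent evidence. The calls were lost without dof4.1-3 replicate 3 (adjusted p = 0.0911 for VTC5, 0.106 for RS4 and 0.125 for AT5G60760). With 1 library left out the log2 fold changes stayed between 1.14 and 1.31 for VTC5, 1.52 and 2.16 for RS4 and 0.88 and 1.11 for AT5G60760. With the length trend removed VTC5 kept its call (adjusted p = 0.0494), and RS4 (0.166, log2 1.73) and AT5G60760 (0.0729, log2 0.81) did not.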

**FIGURE 2:**
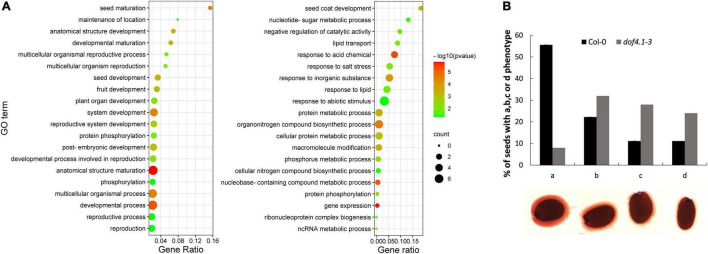
Seed development is affected in *dof4.1-3*. **(A)** Top-20 non-redundant enriched gene-ontology (GO) categories in *dof4.1-3* upregulated (left panel) and downregulated (right panel) genes. Biological Process enrichments were obtained using Panther and filtered using REVIGO to remove semantically redundant terms. Terms were pruned by REVIGO frequency (terms with frequency > 15% were removed) and ranked by dispensability. Gene ratio: Ratio of upregulated genes in a given category divided by total number of genes in this category. Counts: Number of upregulated genes in a given category. -log p (*p*-value in log scale after false discovery rate correction). **(B)** Histogram showing visual scoring of mucilage phenotypes, from perfect (a) to severely affected mucilage (d), after staining with ruthenium red in Col-0 and *dof4.1-3* seeds. 70 seeds were analyzed per genotype. Col-0, Columbia 0.

Among the *dof4.1-3* down-regulated genes included in the enriched “seed coat development” category, we found up to seven genes related to mucilage development, such as the *MYB61* and *KNAT7* transcription factors and the *MUM4, MUM5, MUCI21, MUCI10*, and *URGT2* genes. Moreover, the enriched category “negative regulation of catalytic activity” (GO: 0043086) includes ten downregulated pectin methylesterase inhibitor-related proteins (PMEI). 

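Genes of seed coat mucilage had lower levels in dof4.1-3 than in Col-0 seeds as a group, by modest amounts. MYB61 (AT1G09540), a MYB transcription factor of mucilage deposition, averaged 54.3 ± 4.69 CPM (SD, n = 2) in Col-0 and 35.1 ± 0.837 (SD, n = 3) in dof4.1-3 (log2 fold change -0.63, standard error 0.18). KNAT7 (AT1G62990), a homeobox regulator of secondary walls, had 83.6 ± 1.91 CPM (SD, n = 2) and 49.3 ± 3.55 (SD, n = 3) (log2 -0.76, standard error 0.18), and MUM4 (AT1G53500), a rhamnose synthase for pectin, had 395 ± 101 and 232 ± 18.9 (log2 -0.77, standard error 0.23). MUCI21 (AT3G10320), a xylosyltransferase, had a log2 fold change of -0.81 (standard error 0.21), MUCI10 (AT2G22900), a galactosyltransferase of galactoglucomannan, -0.69 (standard error 0.21) and URGT2 (AT1G21070), a transporter of UDP-rhamnose and UDP-galactose, -0.84 (standard error 0.21).

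None of the 6 passed edgeR's quasi-likelihood test over all genes: the adjusted p was 0.125 for MYB61, 0.0860 for KNAT7, 0.145 for MUM4, 0.0971 for MUCI21, 0.150 for MUCI10 and 0.0971 for URGT2. Of 35 measured mucilage genes 29 had negative log2 fold changes, with a median of -0.54. In 23 of them every dof4.1-3 library lay below both Col-0 libraries, beside 18.3% of all tested genes. edgeR called 0 of the 35 over all genes, 9 lower when adjusted over the list alone and 18 lower at an unadjusted p under 0.05; DESeq2 called 8 lower and limma-voom 0. The list was lower than other genes by camera (adjusted p = 1.30e-07), not with an estimated correlation (adjusted p = 0.107 with an estimated correlation), and fry, which tests whether the genes move one way on balance, gave an adjusted p of 0.0251. It includes the genes the study picked from these libraries and is not independent evidence of its direction. A list of 10 silique wall genes moved the same way (median -0.47, adjusted p = 0.00157 by camera, 0.242 with an estimated correlation, 0.0958 by fry, 0.0621 by camera without Col-0 replicate 2, where the median was -0.30). Of these 10, SHP2 (AT2G42830), a MADS-box gene of valve margins that ovules and seed coats also express, fell by 1.14 on the log2 scale (standard error 0.22, adjusted p = 0.0479), and FUL, a MADS-box gene of the valves, had a log2 fold change of -0.91 (standard error 0.27, adjusted p = 0.140). The call of SHP2 was lost without dof4.1-3 replicate 3 (adjusted p = 0.117) and with the length trend removed (0.0960, log2 -1.01). With 1 library left out its log2 fold change stayed between -1.33 and -0.92. Without dof4.1-3 replicate 2 edgeR called 3 silique wall genes lower.

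**Figure D3:**
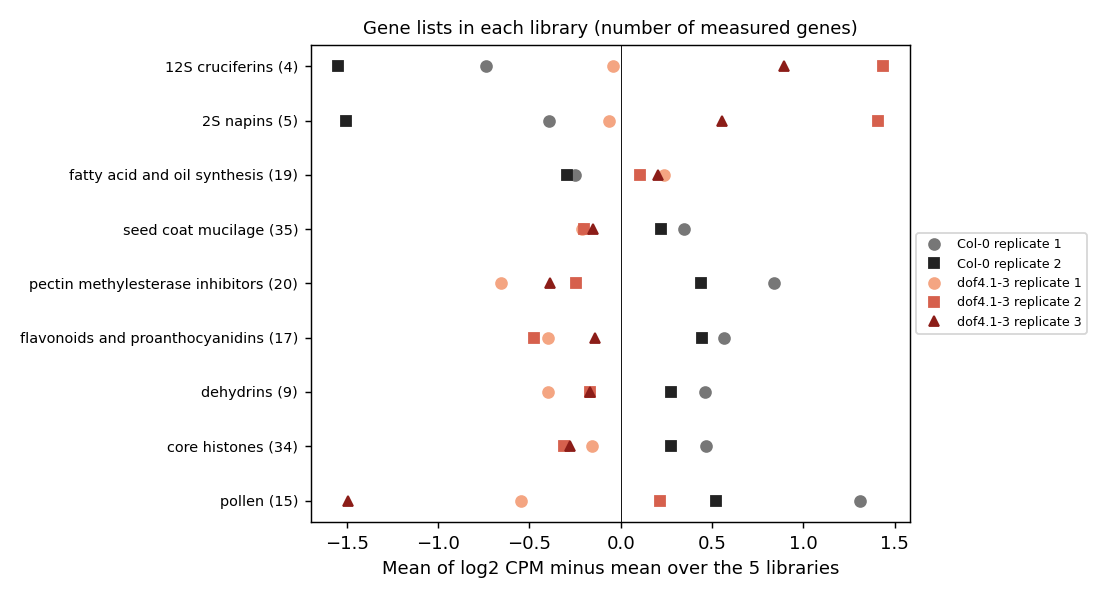
Mean over each gene list of log2 CPM minus the mean over the 5 libraries (horizontal axis), with a point for each library and the number of measured genes in brackets. The mucilage list lies at 0.35 and 0.22 in Col-0 and between -0.21 and -0.15 in dof4.1-3, and the pollen list is spread from -1.49 in dof4.1-3 replicate 3 to 1.31 in Col-0 replicate 1.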

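Most genes of pectin methylesterase inhibitors (PMEIs), which limit the removal of methyl groups from pectin, had lower mean levels in dof4.1-3 than in Col-0 seeds, and 2 of the 20 measured fell by the test. AT2G01610 fell by 1.28 on the log2 scale (standard error 0.22, adjusted p = 0.0290 from edgeR's quasi-likelihood test) and AT1G09370 was 3.24-fold lower (standard error 0.31 on the log2 scale, adjusted p = 0.0352). AT1G62760 and AT1G11593, of the same superfamily, had log2 fold changes of -2.75 (standard error 0.60, adjusted p = 0.0677) and -2.72 (standard error 0.66, adjusted p = 0.0897). Over 20 measured genes the median was -1.08, and 17 values were negative.

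Of these 20 genes 2 were lower and 18 did not pass over all genes, and 10 were lower when adjusted over the list alone. The list was lower than other genes by camera (adjusted p = 8.21e-08), not with an estimated correlation (adjusted p = 0.174 with an estimated correlation), and fry gave 0.0854 against no change. Among 56 tested genes whose annotated product names the inhibitor superfamily, 5 were lower over all genes, AT4G03930 (log2 -2.42, standard error 0.45, adjusted p = 0.0394) among them, and 2 were higher and 24 lower when adjusted over the list alone; the median was -0.88 (adjusted p = 3.05e-09 by camera, 0.174 with an estimated correlation and 0.0854 by fry). Without dof4.1-3 replicate 2 edgeR called 7 of the 20 and 17 of the reading by product name lower (1 higher), and without dof4.1-3 replicate 3 2 and 3. With at least 10 counts in every library the median was -0.57 over 14 genes and -0.50 over 38 by product name. Without Col-0 replicate 1 the medians were -0.94 and -0.58, and without both Col-0 replicate 1 and dof4.1-3 replicate 1, a fit chosen after seeing the data, -0.65 and -0.48. After removal of the length trend edgeR called 0 of the 20 and 1 of the reading by product name lower. The product name does not tell inhibitors from other members of the superfamily, so that reading may hold both. AT4G03930, which comes from that reading, therefore cannot be taken as an inhibitor. Supplementary Table 2 had been seen before either reading was fixed, so neither is independent evidence. A list of 15 measured pollen genes moved with them (median -1.48, adjusted p = 7.02e-08 by camera, 0.270 with an estimated correlation and 0.179 by fry); AT1G29140, a pollen Ole e 1-like protein gene, had -2.33 (standard error 0.55, adjusted p = 0.0892) and SKS11, a pectin-related oxidase-like gene, -1.79 (standard error 0.43, adjusted p = 0.0906). Of the pollen list edgeR called 0 genes over all genes, 8 lower when adjusted over the list alone and 8 lower at an unadjusted p under 0.05, DESeq2 called 7 lower and limma-voom 0; without dof4.1-3 replicate 2 edgeR called 10 pollen genes lower (median -2.02) and without dof4.1-3 replicate 1 1. Without dof4.1-3 replicate 3 the calls of AT2G01610 and AT4G03930 were lost (adjusted p = 0.112 and 0.0614). With the length trend removed those of AT2G01610, AT1G09370 and AT4G03930 were lost (0.0672, 0.107 and 0.0687). Their log2 fold changes stayed between -1.48 and -1.06, -2.04 and -1.55, and -2.87 and -2.16 with 1 library left out, and were -1.08, -1.32 and -2.38 with the length trend removed.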

Mucilage is mainly composed of pectin, and seed PMEIs regulate the degree of methylesterification of homogalacturonan, which affect mucilage properties. Among them, the *PMEI6* gene, specifically expressed in seed coat epidermal cells and necessary for proper mucilage development (Saez-Aguayo et al., 2013), was also downregulated in *dof4.1-3*. 

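PMEI6 (AT2G47670) averaged 20.6 ± 5.16 CPM (SD, n = 2) in Col-0 and 7.13 ± 3.82 (SD, n = 3) in dof4.1-3, a log2 fold change of -1.54 (standard error 0.39). Its counts were 394 and 347 in the Col-0 libraries and 91, 107 and 220 in the dof4.1-3 libraries, so every dof4.1-3 library lay below both Col-0 libraries. It did not pass edgeR's quasi-likelihood test (adjusted p = 0.106) and passed with DESeq2 (adjusted p = 0.00893) and without dof4.1-3 replicate 3 (adjusted p = 0.0436). PMEI6 lies on chromosome 2 of TAIR10.1 from 19543921 to 19544910. From the enrichment of seed maturation genes among the up-regulated genes and of seed coat development genes among the down-regulated genes, the paper proposes that DOF4.1 has a role in seed-related processes.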

We then investigated the ability of *dof4.1* seeds to properly develop mucilage, using ruthenium red staining. When Arabidopsis wild-type seeds were hydrated, the seed coat mucilage swelled rapidly, and a dense pink-stained capsule was observed after staining. In contrast, *dof4.1* displayed a lighter staining and reduced thickness of the inner mucilage layer, suggesting a looser pectin network in this mutant (Figure 2B). These results suggest that DOF4.1 is involved in different aspects of embryo and seed coat development.

### Reduced Seed Permeability and Seed Storage Protein Accumulation in *dof4.1* Mutants Explain Their Longevity Phenotype

Seed coat lipid barriers are important structure contributing to seed longevity, limiting the diffusion of oxidizing molecules between the embryo and the surrounding environment. Given the involvement of DOF4.1 in seed coat development, we quantified seed coat permeability of *dof4.1* mutants, measuring tetrazolium salt uptake using the triphenyltetrazolium reduction method (Molina et al., 2008). As shown in Figure 3A, both *dof4.1-1* and *dof4.1-3* alleles accumulated lower levels of red formazans compared with the wild-type control, suggesting that seed permeability is reduced in these mutants, which could be a mechanism for their extended seed longevity. Next, the ability of *dof4.1* mutants to synthesize a lipid polyester layer in the seed coat was investigated using biochemical assay. After staining seeds with Sudan red to visualize seed coat suberized cell walls, wild-type seeds showed the characteristic pink layer in the outer integument of the seed coat. This layer was clearly thicker in *dof4.1* mutants, suggesting that lipid polyester deposition in seeds is enhanced when DOF4.1 is not present (Figure 3B). We next evaluated the contribution of *dof4.1* SSP levels on seed longevity. The effect of these proteins on seed longevity was reported in napins and cruciferins depleted lines, which were sensitive to artificial aging (Nguyen et al., 2015). To ascertain whether the increased expression of cruciferins observed in the *dof4.1-3* mutant could contribute to its extended seed longevity, a quadruple mutant *dof4.1-3 cra crb crc* was generated. Similarly, to investigate the contribution of napins increased expression in *dof4.1*, we crossed *dof4.1-3* with an RNAi line depleted in napins (Withana-Gamage et al., 2013). Accelerate aging assays show that the positive effect on longevity of the *dof4.1-3* mutant is abolished when all cruciferins are depleted (Figure 3C), indicating that a major contribution to longevity of the *dof4.1* mutants rely on the increased expression of cruciferins and that other putative contributing factors cannot compensate for the total depletion of these proteins. In the napins-depleted *dof4.1* mutant, the *dof4.1* background still can confer an advantage in seed longevity (Figure 3D), likely by the increased expression of cruciferins of this mutant, or by additional factors. In summary, these experiments indicate that loss-of-function of *DOF4.1* affects positively to seed impermeability. It also promotes napins and cruciferins accumulation. Cruciferin overaccumulation is determinant for the extended seed longevity observed in *dof4.1* mutants, although additional SSP-independent contributions are not discarded.

**FIGURE 3:**
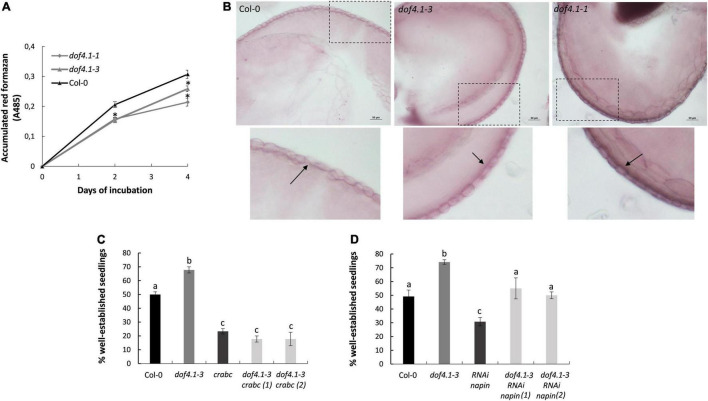
*dof4.1*mutants present reduced seed permeability and *dof4.1-3* increased SSPs content determine its higher longevity. **(A)** Seed permeability of *dof4.1* mutant. Quantitative time course of formazan accumulation in Col-0, *dof4.1-1*, and *dof4.1-3* seeds. Wild type (Col-0) and mutant seeds were incubated during 2 or 4 days in 1% tetrazolium at 30^°^C and then formazan was extracted and quantified. Data (absorbance at 485 nM) are the mean and standard error of three biological replicates. Asterisks indicate significant differences with WT (*P* < 0.05) between samples in two-tailed Student’s *t*-test. **(B)** Sudan Red 7B staining of the subepidermal layer of the seed coat in wild type (Col-0), *dof4.1-3* and *dof4.1-1* dry seeds. Scale bars correspond to 50 μM. Lower panels amplify the indicated area to show a detail of the staining. Arrows point to the suberin layer Accelerating Aging Treatment over a quadruple mutant *dof4.1-3 cra crb crc* **(C)** and a transgenic RNAi line for napins in *dof4.1-3* background **(D)**. Seeds were imbibed in water and incubated at 40^°^C for 32 h. Percentage of established seedlings was recorded after 9 days growing on MS media. Different letters indicate significant differences with WT (*P* < 0.05) between samples in two-tailed Student’s *t*-test. Col-0, Columbia 0. *crabc, cra crb crc.* RNAi napin: transgenic line silenced in napins by RNA interference. Data are the mean and standard error of three biological replicates.

### DOF4.1 as a Modulator of Seed Storage Proteins Expression During Seed Development

To understand the role of DOF4.1 in the seed, we first monitored the effect of its loss-of-function on SSP accumulation along seed development. Primers for RT-PCRs were designed for conserved regions of all four cruciferins, or for conserved regions of napins SESA1, 2 and 5 (see Supplementary Methods), to amplify cruciferins or napins in a single reaction. As shown in Figures 4A,B, expression of napins and cruciferins at 9 DAP followed the same profile as our RNA-seq results, with higher expression of the genes encoding both types of SSPs in *dof4.1-3* seeds as compared to wild type. This difference in expression is maintained or even increased at 14 and 21 DAP for both types of SSPs genes. We next studied the expression of *DOF4.1* along seed development. As shown in Figure 4C, *DOF4.1* start being expressed after 9 DAP, being progressively accumulated at 14 and 21 DAP. This indicates that expression of this transcription factor is triggered at later stages of seed development, when storage reserve accumulation in the embryo is reaching to an end and the seed is reaching its mature stage, suggesting that DOF4.1 is involved in reducing the expression of *SSP* genes at later stages of development.

**FIGURE 4:**
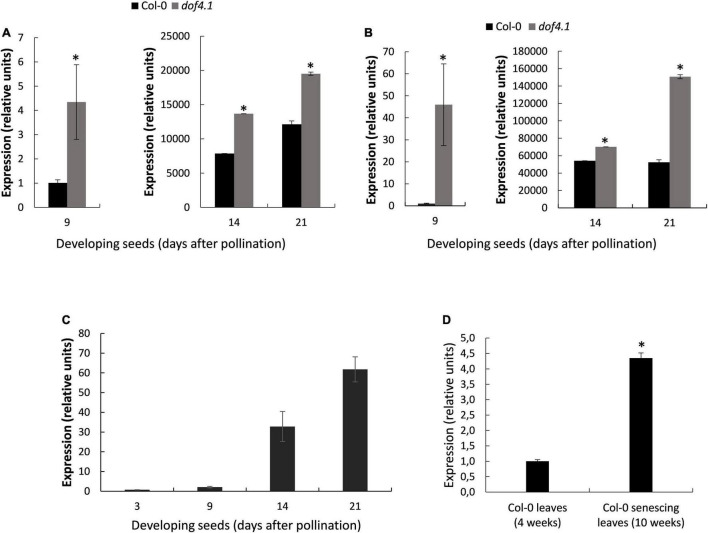
SSPs expression levels during seed development and *dof4.1* expression in developing seeds and senescing leaves. Expression levels of cruciferins **(A)** and napins **(B)** were determined by real-time quantitative PCR (qRT-PCR) in developing seeds (9, 14, and 21 DAP) of Col-0 and *dof4.1-3*. **(C)** Expression level of DOF4.1 was determined by qRT-PCR in developing seeds (3, 9, 14, and 21 DAP) and in senescing leaves (10 weeks after transferring to soil) compared to non-senescing leaves (4 weeks after transferring to soil) **(D)**. Data are the mean of three replicates. Significantly differing from Col-0 at *P* < 0.05 (*) using Student’s *t*-test. Col-0 = Columbia 0. DAP, Days After Pollination.

Nitrogen availability is a rate-limiting step for SSPs synthesis. Leaf senescence is another process induced by nitrogen deficiency (Balazadeh et al., 2014). In order to ascertain whether *DOF4.1* could be also expressed in this nitrogen-dependent scenario, we compared expression of this gene in green well-expanded leaves vs. senescing leaves. As shown in Figure 4D, *DOF4.1* expression is 4.35-fold higher in senescing leaves, suggesting that this transcription factor could be involved in nitrogen sensing processes in different organs of the plant.

### *DOF4.1* Expression Is Repressed by DOF1.8

DOF1.8 was identified as a putative regulator of *DOF4.1* expression in a high-throughput one-hybrid experiment (Brady et al., 2011), and transient expression analysis in Arabidopsis seedlings using a GAL4-binding assay suggested that DOF1.8 has transcriptional repressor activity (Ramachandran et al., 2020). To ascertain whether DOF1.8 could be acting as a transcriptional repressor of *DOF4.1*, a fusion plasmid containing the green-fluorescent protein (GFP) under the control of *DOF4.1* promoter (1.5 kb upstream of translational start) (*pDOF4.1:GFP*) was constructed and co-infiltrated into *N. benthamiana* epidermal cells together with a *p35S:DOF1.8* construct. At 5 dpi, GFP fluorescence was observed in the nuclei of plants infiltrated with *pDOF4.1-GFP* alone, indicating that the *DOF4.1* promoter is active in *Nicotiana* leaves. This signal was clearly reduced when this constructs was co-infiltrated with *p35S:DOF1.8*, suggesting that DOF1.8 repressed *DOF4.1* expression (Figure 5A). We next studied the expression of *DOF1.8* during seed development. As shown in Figure 5B, *DOF1.8* is expressed at 9 DAP, being progressively repressed at 14 and 21 DAP, consistent with the increased expression of *DOF4.1* in these time points. This anticorrelated expression support the hypothesis that DOF1.8 could be repressing *DOF4.1* transcription in seeds, although whether DOF1.8 is directly binding to the *DOF4.1* promoter or the repression is mediated by an intermediate factor is not known. To investigate whether DOF1.8 could also be involved in seed longevity *via* DOF4.1 regulation, we conducted aging assay on a loss-of-function *dof1.8* allele containing a T-DNA in the second exon (named *dof1.8-1*). Accelerated aging assays show that *dof1.8-1* seeds present similar longevity than wild type, whereas *dof1.8-1 dof4.1-3* double mutant maintains the reduced longevity observed for *dof4.1-3* (Figure 5C). This suggest the existence of redundant cellular factors that can substitute DOF1.8 to repress *DOF4.1* in seeds in a *dof1.8* background.

**FIGURE 5:**
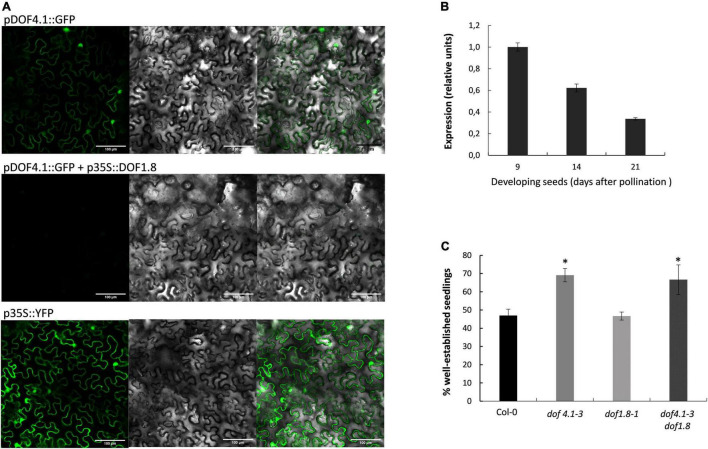
DOF1.8 transcription factor represses DOF4.1. **(A)** Representative images showing the transient expression of pDOF4.1:GFP in *Nicotiana benthamiana* leaves 5 days after agroinfiltration in the absence (upper panel) or in the presence (middle panel) of *p35S:DOF1.8*. The lower panel shows the expression of the positive control p35S: YFP. Scale bars 100 μM. **(B)** Expression level of DOF1.8 was determined by qRT-PCR in developing seeds (9, 14, and 21 DAP). DAP, days after polinization. **(C)** Accelerated aging assay of *dof1.8-1* mutant and *dof4.1-3 dof1.8-1* double mutant. Seeds were imbibed in water and incubated at 40^°^C during 32 h. The percentage of established seedlings (with green cotyledons) was recorded after 9 days growing on MS media. Data are the mean and standard error of three biological replicates. Asterisks indicate significant differences with wild type (*P* < 0.05) in two-tailed Student’s *t*-test. Col-0, Columbia 0.

## Discussion

The three compartments of developing seeds (embryo, endosperm and seed coat) undergo rapid reprogramming events from fertilization until maturation in a complex regulatory network, comprising the activation by transcription factors of a precise set of target genes involved in multiple cellular processes (Gutierrez et al., 2007; North et al., 2010). Seed longevity, acquired at late stages of seed maturation, is a multifactorial trait that is regulated at different levels in these three compartments. Therefore, transcription factors involved in different aspects of seed development are likely to modulate seed longevity *via* their impact on downstream responses contributing to this trait. Mutants of the master regulators of seed development FUS3, LEC1, LEC2, and ABI3 are badly storable, likely by their inability to activate seed storage proteins, raffinose oligosaccharides (RFOs), and by their lack of chlorophyll degradation (Sugliani et al., 2009). APETALA2 is also involved in more than one compartment, and *ap2* mutants have reduced seed longevity, probably by multiple effects on the seed (Leon-Kloosterziel et al., 1994; Ohto et al., 2009). In other cases, the precise cause affecting longevity is more defined, as for example for the homeobox HB25, mediating apoplastic lipid barriers (Renard et al., 2021) for the flavonoid biosynthesis regulators, TT2, TT8, or TT16 (Debeaujon et al., 2000) or for the HEAT SHOCK FACTOR HSF9, activating small heat-shock-proteins (Prieto-Dapena et al., 2006; Tejedor-Cano et al., 2010). More transcription factors impacting seed longevity have been described, although their role is still uncertain. For example, WRKY3 and NFXL1 were identified a coexpression network analysis (Righetti et al., 2015), and KNAT7, SEPALLATE 3 or MYB47 in a genome-wide association study (Renard et al., 2020b). Loss-of-function mutants of these genes all exhibit reduced seed longevity. Here, we introduce a new player in the intricate regulatory network governing seed development, and suggest possible causes for the enhanced seed longevity of their loss-of-function mutant. The better storability of *dof4.1* seeds suggest that DOF4.1 acts negatively on processes that foster seed longevity. Analysis of the transcriptome suggest that this could be happening at least *via* the seed coat and the embryo. The reduced permeability of *dof4.1* mutants and the thickness of their lipid layers suggest that DOF4.1 could be negatively regulating seed coat lipid barriers, although whether this factor is regulating lipid levels or composition is not known. Increased expression of *DOG1* or *NADP-ME1* could be additional components contributing for the increased storability of *dof4.1* seeds. DOG1 is involved in multiple aspects of seed maturation and longevity, including the increase of compounds of the RFO pathway or accumulation of LEA and heat-shock proteins (Dekkers et al., 2016) and *dog1* mutants exhibits reduced seed longevity (Bentsink et al., 2006). Seeds of the *NADP-ME1* loss-of-function mutant have reduced seed viability and display higher levels of protein carbonylation than those of the wild type. NADP-ME1 catalyzes the oxidative decarboxylation of malate to pyruvate producing NADPH, and is proposed to protect seeds against oxidation (Yazdanpanah et al., 2019). Likely, all these factors contribute to the extended longevity found in *dof4.1* seeds. However, a major contribution for the *dof4.1* phenotype seems to be the increased expression of cruciferins. The importance of these reserves for longevity is demonstrated in the quadruple mutant *dof4.1 cra crb crc*, which completely abolished the enhanced longevity of *dof4.1.* The same effect was not observed in a *dof4.1* mutant depleted in napins, confirming that cruciferins, and not napins, are a major target for carbonylation, acting as buffers during storage and protecting other proteins from oxidation (Nguyen et al., 2015). This is consistent with the phenotype observed for the *transparent testa glabra 1 (ttg1)* mutant, which present reduced seed longevity (Debeaujon et al., 2000) despite accumulating more napins than wild type (Chen et al., 2015). The low longevity of this mutant is probably related to the function of TTG1 in seed coat development and flavonoid biosynthesis. DOF4.1, as well as TTG1 (Gonzalez et al., 2009), are positively regulating mucilage development; however, this structure is apparently not involved in seed longevity (Renard et al., 2021), and will not be discussed further in this study.

Dof transcription factors contain the characteristic one-finger domain (a multifunctional domain involved not only in DNA binding, but also in interactions with other proteins and in cell-to-cell trafficking), and a potential transcriptional activation or repression domain, normally in the C-terminal part of the protein (Yanagisawa, 2016). The predicted domain structure of DOF4.1 (Yanagisawa, 2002; Chen et al., 2013) do not allow to conclude whether this transcription factor is an activator or a repressor, which will require additional molecular studies. Negative regulation of longevity responses mediated by DOF4.1 could be achieved by direct repression of target genes, by activation of downstream negative regulators, or by interaction with signaling proteins. This last mechanism could be the case for MPK10, a mitogen-activated protein kinase involved in endosperm development and seed size (Xi et al., 2021) which interacts with WRKY10 and inhibits the expression of its target genes. Indeed, DOF4.1 interacts with MPK10 (Popescu et al., 2009), perhaps mediating these downstream responses in the endosperm.

This study positions DOF4.1 as an important player mediating the feedback regulation of the regulatory network governing accumulation of seed storage proteins. *SSPs* genes are directly regulated by the LEC2/FUS3/ABI3 and LEC1 master regulators of seed development, increasing their expression progressively during seed maturation. FUS3 suppresses *TTG1* expression, which inhibits the expression of 2S precursors. *TTG1* expression increases during late maturation, consistently with FUS3 decrease, and consequently, *SSP* expression also decrease. Similar to the profile of SSP accumulation observed here for *dof4.1, ttg1* mutants also present enhanced accumulation of SSPs (napins, but not cruciferins) along seed development (Chen et al., 2015). *DOF4.1* transcript levels also increase progressively along seed development, contributing to the inhibition of SSPs expression that take place at this late stages of seed development (napins and cruciferins). DOF4.1, however, is not a direct target of FUS3 (Wang and Perry, 2013), ABI3 (Mönke et al., 2012; Tian et al., 2020), nor LEC1 (Pelletier et al., 2017), although *DOF4.1* expression is repressed in *fus3* and *lec1* loss-of-function mutants (Yamamoto et al., 2014), which could be a new FUS3-dependent mechanism aimed to avoid excessive accumulation of SSPs at later stages of seed development. Interestingly, *DOF4.1* is highly expressed in senescing leaves. The nitrogen content of a leaf reaches the maximum level at completion of leaf expansion, and gradually decreases in the course of leaf senescence (Mae, 2004). Storage protein accumulation in seeds depends strongly on nitrogen availability (Lhuillier-Sounde’le’ et al., 1999; Miranda et al., 2001; Rolletschek et al., 2005), explaining the reserve compensation effect observed in biotechnological approaches aimed to increase the amount of seed proteins (Hagan et al., 2003; Scossa et al., 2008). It is tempting to speculate that seed nitrogen depletion at later stages of seed development could also be a signal activating DOF4.1, which would inhibit *SSP* expression independent of the FUS3 network. Interestingly, in a high-throughput interactome of nitrogen-associated metabolism, DOF4.1 was shown to bind the promoter of the *GLUTAMATE DEHYDROGENASE 2 (GDH2)* gene (Gaudinier et al., 2018), encoding a key enzyme involved in the incorporation of ammonia into organic compounds when remobilization of nutrients is required (Skopelitis et al., 2006), reinforcing the hypothesis of DOF4.1 as a nitrogen sensor.

DOF1.8 is able to repress *DOF4.1* expression (although this repression may be direct or mediated by an intermediate factor), and the anticorrelated expression of both genes in seeds suggest that this interaction could be biologically relevant *in vivo*. Where in the seed this interaction might be taking place is speculative and further studied will be needed, but the pattern of expression of these genes can envisaged some possibilities. *DOF1.8* expression is mainly restricted to vascular tissues (Ramachandran et al., 2020). The unique maternal vascular bundle in the Arabidopsis seed terminates at the end of the funiculus and releases its content into the testa (Robinson-Beers et al., 1992), suggesting that the molecular repression of *DOF4.1* by DOF1.8 in the seed coat could be taking place in this region. The symplastic connectivity within seed coat integuments (Stadler et al., 2005) would allow DOF4.1 to move to distal cells and regulate downstream processes in the outer integument, such as mucilage or lipidic barriers development, where DOF4.1 seems to be acting. Selective trafficking of transcription factors is widespread in plants (Han et al., 2014; Kitagawa and Jackson, 2017) and an intercellular trafficking motif has been reported as necessary for targeting proteins to plasmodesmata for cell-to-cell movement. Based on this, up to eight DOF transcription factors have been potentially considered as mobile (Lee and Zhou, 2012) and DOF4.1 is the canonical protein where this intercellular trafficking motif was discovered, allowing it to move between cells in roots and shoots tissues, and therefore opening the possibility to travel between cells through plasmodesmata also in seeds (Lee et al., 2006; Chen et al., 2013). A similar scenario could be hypothesized for the embryo up to globular stage, where a unique symplastic region exist, or for more developed embryos, with symplastic connectivity remaining between groups of cells belonging to similar tissues (Stadler et al., 2005).

Unfortunately, we could not observe a clear seed longevity phenotype in a *dof1.8* background. This could be explained by another DOF factor substituting DOF1.8 when this is not present. In fact, both DOF1.8 and DOF4.6, the most similar DOF factor to DOF1.8 in Arabidopsis, present a similar pattern of expression (Ramachandran et al., 2020). Similar examples have been described for other proteins of the DOF family. For example, mucilage content and composition are altered in transgenic plants overexpressing the DOF4.2 transcription factor, but mucilage development is normal in *dof4.2* (Zou et al., 2013). The redundancy in the DOF family, and the strong similarity among Dof DNA-binding domains suggests that Dof proteins display similar DNA-binding specificity, making plausible this hypothesis between members of the same sub-group of DOF proteins (Gupta et al., 2015; Yanagisawa, 2002). Alternatively, compensatory effects could maintain normal DOF4.1 levels in the cell, even in a mutant background.

This work represents a step forward in the knowledge of the complex transcriptional network regulating seed coat development and seed storage protein accumulation, identifies DOF4.1 as a novel player contributing to seed longevity and opens a door to further studying the role of its negative regulator, DOF1.8, in seed deterioration.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE198206.

## Author Contributions

JG and RN conceived to the original idea, designed the experiments, and wrote the manuscript. RN, PA-M, JR, RM, JC, and CR-P performed the experiments. RN, EB, RS, and JG discussed the results and redesigned the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Output image from the eFP (electronic fluorescent pictographic) browser showing the expression pattern of *DOF4.1* in the Developmental series generated by Schmid et al. (2005, Map of Arabidopsis Development) and colleagues from Detlef Weigel’s group in Tübingen. Each pictograph is colored according to the level of expression for the gene on of interest (Absolute) (http://bar.utoronto.ca/efp2/Arabidopsis/Arabidopsis_eFPBrowser2.html).

Supplementary Table 1 List of primers used in this study.

Supplementary Table 2 Lists of differentially-expressed genes in seeds at 10 DAP between *dof4.1-3* and wild type. Genes more expressed in *dof4.1-3* (sheet1) or in wild type (sheet 2) seeds. p-adj: adjusted *p*-value using false discovery rate correction (FDR).

# Supplementary material for: Transcription Factor DOF4.1 Regulates Seed Longevity in Arabidopsis via Seed Permeability and Modulation of Seed Storage Protein Accumulation
**Source:** Front Plant Sci. 2022 Jul 1;13:915184. doi: 10.3389/fpls.2022.915184
**Supplement:** Supplementary file 1

**Semiquantitative RT-PCR to study *DOF4.1* expression in *dof4.1-1* and *dof4.1-3* mutants**

To study the expression of DOF4.1 in *dof4.1* mutants, we performed semiquantitative RT-PCR using the primers listed below and represented in Figures 1A and 2A:

| F1 | 5’ AGAGTATGATCATGAGCACC 3’ |
| --- | --- |
| F2 | 5’ ATCTCTTTGAACATCAGGGATT 3’ |
| R1 | 5’ AGGATGATTCCGCTCCATAG 3’ |
| R2 | 5’ TTGCTTGAGTTGCATCTTGG 3’ |
| R3 | 5’ GGCTCCATTAGACAAAAGACAAAG 3’ |
| LBb1.3 | 5’ ATTTTGCCGATTTCGGAAC 3’ |
| AT5G55840 for | 5’ GATGATATTGCAGTTTGTCACCGT 3’ |
| AT5G55840 rev | 5’ CACTGTCTTGCTTGTCTTGTTCTG 3’ |

As shown in Figure 1B, using primers annealing downstream of the T-DNA insertion (F1 and R1) a band of 228 bp is obtained, both in wild type and in the *dof4.1-1* mutant, indicating that the gene is still transcribed in the mutant line. Band intensity indicates, however, that transcription is much lower in the mutant . Using F2 (whose sequence is interrupted by the leader intron) and R1 primers, a band of 884 bp is obtained in the wild type, but not in the mutant (Figure 1B), indicating that the intron is not spliced in the *dof4.1-1* mRNA*.* Confirming this, LBb1.3 (localized in the T-DNA) and R2 primers amplify a band of around 600 bp only in the mutant. Taken together, these results indicate that an aberrant transcript of *DOF4.1* is expressed in *dof4.1* mutant, that doesn’t splice the intron and includes the T-DNA. This aberrant *dof4.1-1* transcript is expressed at lower levels than a wild-type transcript in a wilt-type seed.

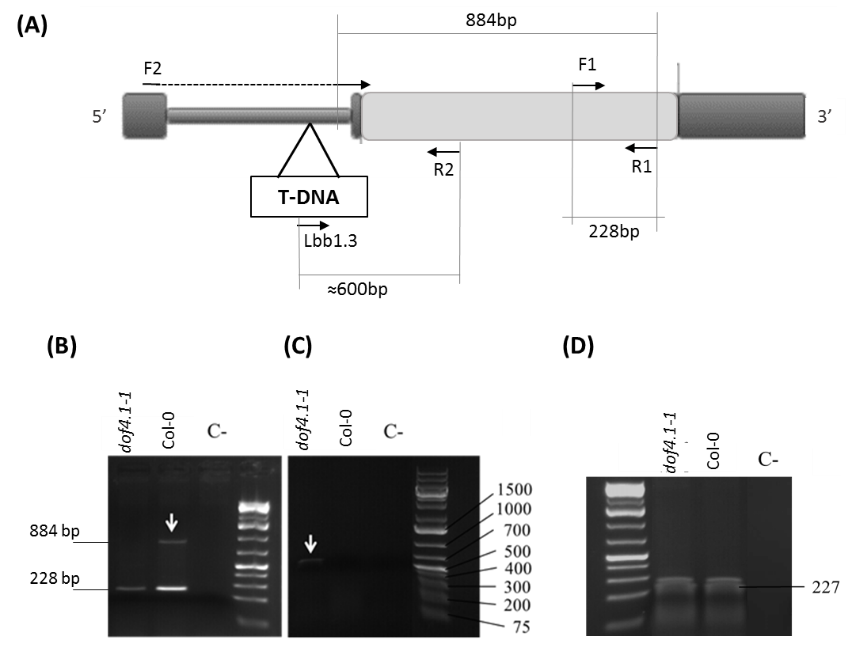

Figure 1: Semiquantitative RT-PCR to study *DOF4.1* expression in *dof4.1-1* mutant. (A) Scheme of the *DOF4.1* locus showing the localization of the T-DNA insertion and the primers employed in the amplifications. Amplified products in *dof4.1-1* and Col-0 backgrounds using F1, F2 and R1 primers (B), LBb1.3 and R2 primer (C) or primers amplifying a constitutive gene (AT5G55840) as a control. C-: PCR negative control.

For the *dof4.1-3* mutant, using primers localized upstream of the T-DNA insertion (F2 and R1, F2 sequence interrupted by the leader intron) a band of 278 bp is obtained (Figure 2B) only in the wild type, suggesting that *dof4.1-3* is a knock-out mutant.

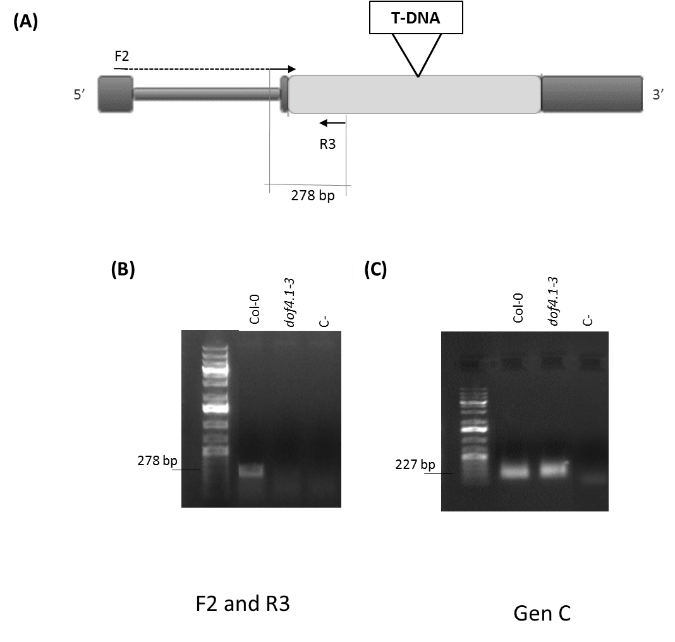

Figure 2: Semiquantitative RT-PCR to study *DOF4.1* expression in *dof4.1-3* mutant. (A) Scheme of the *DOF4.1* locus showing the localization of the T-DNA insertion and the primers employed for the amplification. Amplified products in Col-0 and *dof4.1-3* backgrounds using F2 and R3 primer (B) or primers amplifying a constitutive gene (AT5G55840) as a control (C). C-: PCR negative control.

**Seed storage proteins (SSPs) qRT-PCR primer design**

For *SSPs* RT-PCR, a multiple sequence alignment (clustal) was performed for all four cruciferins and conserved regions were selected for primer design, as shown below (blue boxes):

CRC ATGGTTAAGCTCAGCAATCTCCTCGTT--------GCAACCTTCGGGGTTCTCCTCGTCC

CRD ATGCATAAGCTTTTG--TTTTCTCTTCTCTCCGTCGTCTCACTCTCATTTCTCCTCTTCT

CRB -----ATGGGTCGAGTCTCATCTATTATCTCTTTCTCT---TTGACACTCTTGATCCTCT

CRA1 -----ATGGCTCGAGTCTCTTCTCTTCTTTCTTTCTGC---TTAACACTTTTGATCCTTT

::.* * * : **. * * . * * .** *

CRC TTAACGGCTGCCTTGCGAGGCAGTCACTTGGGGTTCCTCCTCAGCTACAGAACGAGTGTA

CRD TCCATGGCGCCGAGGCACGCCAGCG------AGA---GGCGCCGTTTCCAAACGCCTGCC

CRB TCAATGGCTACACTGCCCAACAG---------------------TGGCCCAACGAGTGCC

CRA1 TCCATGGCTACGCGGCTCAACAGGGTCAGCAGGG---TCAGCAGTTTCCGAACGAGTGCC

* .* *** * ** .. *** *. ****. ** .

CRC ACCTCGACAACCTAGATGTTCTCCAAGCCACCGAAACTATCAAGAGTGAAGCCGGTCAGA

CRD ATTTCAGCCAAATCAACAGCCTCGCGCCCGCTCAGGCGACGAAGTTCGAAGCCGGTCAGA

CRB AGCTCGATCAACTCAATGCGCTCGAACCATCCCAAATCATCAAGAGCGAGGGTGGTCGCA

CRA1 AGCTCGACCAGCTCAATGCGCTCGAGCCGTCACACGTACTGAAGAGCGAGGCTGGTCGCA

* **.. .* .*..* . *** .. * * * . . ***: **.* ****. *

CRC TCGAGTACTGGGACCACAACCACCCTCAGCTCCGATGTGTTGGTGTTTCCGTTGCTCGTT

CRD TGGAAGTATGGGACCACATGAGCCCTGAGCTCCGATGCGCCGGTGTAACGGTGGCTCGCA

CRB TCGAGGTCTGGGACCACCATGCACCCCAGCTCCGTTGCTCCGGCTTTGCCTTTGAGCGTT

CRA1 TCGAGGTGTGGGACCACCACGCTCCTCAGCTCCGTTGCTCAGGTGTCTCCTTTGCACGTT

* **. : *********.: ** *******:** ** * * * *. ** :

CRC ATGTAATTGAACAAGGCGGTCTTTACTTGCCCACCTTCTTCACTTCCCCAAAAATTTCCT

CRD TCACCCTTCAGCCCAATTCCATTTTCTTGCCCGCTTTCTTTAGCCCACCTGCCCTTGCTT

CRB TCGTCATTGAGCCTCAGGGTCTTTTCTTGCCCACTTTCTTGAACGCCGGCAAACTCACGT

CRA1 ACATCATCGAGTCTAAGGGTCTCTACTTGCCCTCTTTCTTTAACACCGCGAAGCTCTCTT

: . ..* *. . . .*.*:******* *.***** * *. .. .* * *

CRC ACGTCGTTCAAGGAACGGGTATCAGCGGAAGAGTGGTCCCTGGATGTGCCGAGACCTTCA

CRD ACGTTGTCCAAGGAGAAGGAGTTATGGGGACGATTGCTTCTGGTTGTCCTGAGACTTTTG

CRB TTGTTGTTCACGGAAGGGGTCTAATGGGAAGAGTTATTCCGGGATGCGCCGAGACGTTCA

CRA1 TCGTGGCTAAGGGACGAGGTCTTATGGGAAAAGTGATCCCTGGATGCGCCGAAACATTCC

: ** * .* *** .**: * * **.* ..* . * **:** * **.** **

CRC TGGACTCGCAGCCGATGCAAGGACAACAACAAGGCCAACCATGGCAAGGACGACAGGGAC

CRD CAGAAG--------TTGAAGGATC------------------------------------

CRB TGG-----------------AGTC------------------------------------

CRA1 AAG-----------------ACTC------------------------------------

.* . :*

CRC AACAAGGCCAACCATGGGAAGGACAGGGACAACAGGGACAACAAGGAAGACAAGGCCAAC

CRD ------------------------------ATCAGGAA----------G-----------

CRB ------------------------------ACCGGTAT----------T------TGGAG

CRA1 ------------------------------ATCAGAGT----------T------CCAAC

* *.* .:

CRC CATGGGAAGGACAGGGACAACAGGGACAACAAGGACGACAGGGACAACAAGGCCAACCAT

CRD ----------------------------------------------------------AG

CRB AA---------------------------------------------------------G

CRA1 CA------------------------------------------------------CGCT

CRC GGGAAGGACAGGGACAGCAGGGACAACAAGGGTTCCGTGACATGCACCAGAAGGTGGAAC

CRD GAGGAGGAGGAGACCC---G---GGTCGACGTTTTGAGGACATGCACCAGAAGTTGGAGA

CRB GTCAAGGTCAGGGTCA---G---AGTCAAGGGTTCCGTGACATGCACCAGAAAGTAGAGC

CRA1 TCGAAGGTCAAGGTCA---A---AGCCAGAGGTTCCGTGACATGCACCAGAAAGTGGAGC

.***: ..*. *. . . *.. * ** . **************. *.**..

CRC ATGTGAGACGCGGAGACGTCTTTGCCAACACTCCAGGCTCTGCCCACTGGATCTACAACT

CRD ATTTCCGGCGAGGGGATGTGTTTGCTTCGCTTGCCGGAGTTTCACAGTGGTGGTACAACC

CRB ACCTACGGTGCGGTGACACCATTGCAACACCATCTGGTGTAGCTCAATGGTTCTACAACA

CRA1 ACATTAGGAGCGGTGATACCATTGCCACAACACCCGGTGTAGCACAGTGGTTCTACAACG

* * .*. *.** ** . :**** :. . : * ** : * ** ***: ******

CRC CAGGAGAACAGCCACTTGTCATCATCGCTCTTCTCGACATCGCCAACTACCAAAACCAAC

CRD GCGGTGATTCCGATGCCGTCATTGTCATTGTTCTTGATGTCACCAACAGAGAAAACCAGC

CRB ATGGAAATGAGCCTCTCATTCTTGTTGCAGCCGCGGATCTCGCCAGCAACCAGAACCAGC

CRA1 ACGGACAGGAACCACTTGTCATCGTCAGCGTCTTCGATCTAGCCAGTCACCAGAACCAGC

**: * . .: .* .* .* . ** *..***. .. *.*****.*

CRC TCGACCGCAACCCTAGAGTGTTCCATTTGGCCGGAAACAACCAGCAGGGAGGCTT-TGGC

CRD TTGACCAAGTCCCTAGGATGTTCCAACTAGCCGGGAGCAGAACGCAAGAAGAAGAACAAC

CRB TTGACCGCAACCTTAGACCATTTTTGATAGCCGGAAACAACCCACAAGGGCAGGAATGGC

CRA1 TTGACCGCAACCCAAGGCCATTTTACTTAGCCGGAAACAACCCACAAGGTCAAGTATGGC

* ****...:** :**. .** : *.*****.*.**.....**.*. . : ..*

CRC GG--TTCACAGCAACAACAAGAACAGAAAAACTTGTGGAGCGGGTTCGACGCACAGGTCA

CRD --CATTAACGTGGCCATCAGG----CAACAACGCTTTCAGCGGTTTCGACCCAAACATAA

CRB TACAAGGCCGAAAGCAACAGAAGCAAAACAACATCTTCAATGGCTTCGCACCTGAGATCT

CRA1 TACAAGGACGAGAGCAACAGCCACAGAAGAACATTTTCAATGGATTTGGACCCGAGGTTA

: .*. . **:**. ** *** * *. ** ** * . * * .* :

CRC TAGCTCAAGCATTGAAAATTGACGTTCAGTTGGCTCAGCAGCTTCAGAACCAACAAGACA

CRD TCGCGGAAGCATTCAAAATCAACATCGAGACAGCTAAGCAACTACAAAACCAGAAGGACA

CRB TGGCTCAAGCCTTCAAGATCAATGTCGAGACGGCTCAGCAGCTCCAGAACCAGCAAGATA

CRA1 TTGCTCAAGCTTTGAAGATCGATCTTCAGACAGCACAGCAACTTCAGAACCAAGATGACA

* ** **** ** **.** .* * **: .**:.****.** **.*****. * ** *

CRC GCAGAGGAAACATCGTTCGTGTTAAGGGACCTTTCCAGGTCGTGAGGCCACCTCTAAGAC

CRD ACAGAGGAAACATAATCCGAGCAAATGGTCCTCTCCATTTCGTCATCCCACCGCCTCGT-

CRB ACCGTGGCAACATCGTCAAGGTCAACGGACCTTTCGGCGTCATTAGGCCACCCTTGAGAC

CRA1 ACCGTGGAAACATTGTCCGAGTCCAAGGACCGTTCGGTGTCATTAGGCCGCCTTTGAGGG

.*.*:**.***** .* .. * .* **:** ** . **.* * **.** .*

CRC AG-----CCCTACGAGAG----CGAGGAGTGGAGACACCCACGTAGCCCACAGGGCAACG

CRD --GAA-----------------------TGG-------CAGCAAGATGGCATTGCTAATG

CRB GCGG-----------CG----------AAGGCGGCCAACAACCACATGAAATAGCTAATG

CRA1 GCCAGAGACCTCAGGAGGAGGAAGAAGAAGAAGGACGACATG---GACGACACGGTAATG

. *. . ..: * ** *

CRC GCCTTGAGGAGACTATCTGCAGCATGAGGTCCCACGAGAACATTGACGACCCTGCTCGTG

CRD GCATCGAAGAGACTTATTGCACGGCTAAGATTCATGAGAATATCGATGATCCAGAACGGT

CRB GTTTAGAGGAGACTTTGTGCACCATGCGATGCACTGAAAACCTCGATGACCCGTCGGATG

CRA1 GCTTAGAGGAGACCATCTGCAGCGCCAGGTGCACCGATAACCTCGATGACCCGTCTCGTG

* * **.***** :: **** . ...: .. ** ** .* ** ** ** . .

CRC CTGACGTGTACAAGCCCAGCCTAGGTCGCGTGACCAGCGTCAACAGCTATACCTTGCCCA

CRD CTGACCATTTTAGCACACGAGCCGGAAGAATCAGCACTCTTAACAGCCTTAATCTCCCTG

CRB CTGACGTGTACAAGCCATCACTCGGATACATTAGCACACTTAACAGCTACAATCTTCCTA

CRA1 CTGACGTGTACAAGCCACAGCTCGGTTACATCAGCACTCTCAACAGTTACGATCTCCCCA

***** : *: *. .*. .**: ...* * ** * ***** : .. * ** .

CRC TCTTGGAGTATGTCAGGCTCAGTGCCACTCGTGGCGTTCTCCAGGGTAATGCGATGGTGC

CRD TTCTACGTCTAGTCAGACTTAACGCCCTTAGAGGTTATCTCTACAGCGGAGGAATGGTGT

CRB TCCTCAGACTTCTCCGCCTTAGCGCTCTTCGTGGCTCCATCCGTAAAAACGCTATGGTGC

CRA1 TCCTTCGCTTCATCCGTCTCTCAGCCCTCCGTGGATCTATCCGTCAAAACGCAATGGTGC

* * . : **.* ** : ** . .*:** .** . . .. * ******

CRC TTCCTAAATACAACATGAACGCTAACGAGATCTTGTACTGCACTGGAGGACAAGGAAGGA

CRD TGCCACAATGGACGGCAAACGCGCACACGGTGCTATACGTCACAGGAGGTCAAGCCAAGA

CRB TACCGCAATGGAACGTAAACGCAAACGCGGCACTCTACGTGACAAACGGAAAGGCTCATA

CRA1 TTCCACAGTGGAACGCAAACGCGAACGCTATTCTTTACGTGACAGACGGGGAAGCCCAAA

* ** .*.*. *. . .***** .**.. . * *** **:...** *.* .. *

CRC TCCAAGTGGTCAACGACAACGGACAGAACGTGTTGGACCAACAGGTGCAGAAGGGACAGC

CRD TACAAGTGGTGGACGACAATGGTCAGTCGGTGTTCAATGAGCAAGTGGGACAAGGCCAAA

CRB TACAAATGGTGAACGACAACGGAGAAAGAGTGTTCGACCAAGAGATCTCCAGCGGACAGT

CRA1 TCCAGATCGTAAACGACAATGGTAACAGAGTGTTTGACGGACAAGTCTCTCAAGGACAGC

*.**..* ** .******* **: * : ***** .* .. *..* .. **.**.

CRC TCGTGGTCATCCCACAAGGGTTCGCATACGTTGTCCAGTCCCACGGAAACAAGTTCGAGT

CRD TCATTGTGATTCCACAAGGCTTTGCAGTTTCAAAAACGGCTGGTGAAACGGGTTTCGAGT

CRB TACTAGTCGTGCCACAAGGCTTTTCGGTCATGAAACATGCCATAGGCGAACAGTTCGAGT

CRA1 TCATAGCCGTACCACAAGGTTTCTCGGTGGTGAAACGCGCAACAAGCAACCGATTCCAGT

*. * * .* ******** ** *. : .:.. * ..... . *** ***

CRC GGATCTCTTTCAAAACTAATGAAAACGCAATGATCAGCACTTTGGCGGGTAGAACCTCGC

CRD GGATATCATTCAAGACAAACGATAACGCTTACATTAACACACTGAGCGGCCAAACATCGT

CRB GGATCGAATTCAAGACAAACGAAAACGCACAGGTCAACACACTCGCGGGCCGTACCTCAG

CRA1 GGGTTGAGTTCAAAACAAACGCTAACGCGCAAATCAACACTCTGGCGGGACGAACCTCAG

**.* . *****.**:** *.:***** : .* *.***: * . ** ..:**.**.

CRC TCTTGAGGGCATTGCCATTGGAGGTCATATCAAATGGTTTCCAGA---TCTCTCCCGAGG

CRD ACTTGAGAGCAGTTCCAGTGGATGTGAT---CAAAGCGTCATATGGAGTGAACGAGGAAG

CRB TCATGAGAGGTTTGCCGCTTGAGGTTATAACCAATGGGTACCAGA---TCTCTCCCGAAG

CRA1 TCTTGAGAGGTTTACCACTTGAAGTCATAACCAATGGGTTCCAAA---TCTCACCCGAAG

:*:****.* : * **. * ** ** ** .**:* * . * . * :. . **.*

CRC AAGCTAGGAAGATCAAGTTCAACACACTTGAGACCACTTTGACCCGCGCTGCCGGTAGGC

CRD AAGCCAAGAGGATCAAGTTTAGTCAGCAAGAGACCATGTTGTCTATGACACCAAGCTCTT

CRB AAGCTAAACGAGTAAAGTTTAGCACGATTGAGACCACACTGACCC------ATAGCAG--

CRA1 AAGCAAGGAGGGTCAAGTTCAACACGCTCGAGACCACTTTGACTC------ACAGCAGTG

**** *......*.***** *. ....: ******* **:* . . .* :

CRC ----AAC-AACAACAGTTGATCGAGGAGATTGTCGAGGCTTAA

CRD ----------CTTCTTAA-------------------------

CRB -TCCAATGAGCTACGGAAGGCCTAGGGC--TTGA---------

CRA1 GCCCAGCTAGCTACGGAAGGCCAAGGGT--GGCTGCAGCTTAA

*::* ::

The sequences of the primers were the following:

RT Cru FP CTTTACTTGCCCACTTTCTT

RT Cru RP TCCACTTTCTGGTGCATGTC

Similarly, primers for conserved regions of napins SESA1, 2 and 5 were design, as detailed below (yellow boxes):

SESA5 ---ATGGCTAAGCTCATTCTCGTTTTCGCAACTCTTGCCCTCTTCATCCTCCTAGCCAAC

SESA1 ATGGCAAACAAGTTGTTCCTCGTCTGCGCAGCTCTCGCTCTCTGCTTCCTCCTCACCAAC

SESA2 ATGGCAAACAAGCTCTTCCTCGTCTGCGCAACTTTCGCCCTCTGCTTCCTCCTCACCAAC

*** * * ***** * **** ** * ** **** * ******* *****

SESA5 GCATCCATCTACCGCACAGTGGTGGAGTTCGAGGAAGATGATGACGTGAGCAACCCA---

SESA1 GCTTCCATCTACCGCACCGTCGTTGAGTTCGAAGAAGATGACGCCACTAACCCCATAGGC

SESA2 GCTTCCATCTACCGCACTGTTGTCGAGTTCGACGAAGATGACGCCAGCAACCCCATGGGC

** ************** ** ** ******** ******** * * * * *

SESA5 ---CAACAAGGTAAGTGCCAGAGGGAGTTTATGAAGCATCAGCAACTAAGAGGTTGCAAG

SESA1 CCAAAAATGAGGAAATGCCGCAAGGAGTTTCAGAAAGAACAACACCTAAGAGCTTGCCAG

SESA2 CCAAGACA---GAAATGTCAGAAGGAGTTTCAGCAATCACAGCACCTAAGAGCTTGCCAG

* ** ** * * ******* * * ** ** ******* **** **

SESA5 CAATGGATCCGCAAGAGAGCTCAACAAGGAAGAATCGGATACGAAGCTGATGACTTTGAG

SESA1 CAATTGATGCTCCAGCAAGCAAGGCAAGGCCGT------------------AGCGATGAG

SESA2 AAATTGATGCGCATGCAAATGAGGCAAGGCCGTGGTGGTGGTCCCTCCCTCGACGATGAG

*** *** * * * * ***** * * ****

SESA5 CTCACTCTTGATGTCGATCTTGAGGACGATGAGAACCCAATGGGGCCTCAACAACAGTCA

SESA1 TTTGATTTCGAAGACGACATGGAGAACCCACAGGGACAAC------AGCAGGAACAACAG

SESA2 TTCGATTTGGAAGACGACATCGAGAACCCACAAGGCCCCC------AGCAGGGACACCAG

* * * ** * *** * *** ** * * ** ***

SESA5 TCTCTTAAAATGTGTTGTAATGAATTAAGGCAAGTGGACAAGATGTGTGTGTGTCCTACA

SESA1 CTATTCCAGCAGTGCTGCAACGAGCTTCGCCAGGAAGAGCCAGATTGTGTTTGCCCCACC

SESA2 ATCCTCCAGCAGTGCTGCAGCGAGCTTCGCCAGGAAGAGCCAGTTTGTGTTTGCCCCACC

* * *** ** * ** * * ** * ** ***** ** ** **

SESA5 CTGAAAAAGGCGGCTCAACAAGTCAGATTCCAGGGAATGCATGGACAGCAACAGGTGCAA

SESA1 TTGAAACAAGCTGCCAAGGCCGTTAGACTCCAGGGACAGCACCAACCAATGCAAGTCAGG

SESA2 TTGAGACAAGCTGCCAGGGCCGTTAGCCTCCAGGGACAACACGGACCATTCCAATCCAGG

*** * * ** ** ** ** ******** ** ** **

SESA5 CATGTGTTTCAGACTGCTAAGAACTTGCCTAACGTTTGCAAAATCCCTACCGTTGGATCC

SESA1 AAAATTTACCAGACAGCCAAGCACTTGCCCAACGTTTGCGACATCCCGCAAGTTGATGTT

SESA2 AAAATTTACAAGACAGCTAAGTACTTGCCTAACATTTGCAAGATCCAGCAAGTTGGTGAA

* * * **** ** *** ******* *** ***** * **** ****

SESA5 TGCCAGTTCAAGGCATCTCCTTACTAG------------------

SESA1 TGTCCCTTCAACATCCCTTCA------TTCCCTTCTTTCTACTAA

SESA2 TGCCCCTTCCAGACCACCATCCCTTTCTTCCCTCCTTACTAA---

** * *** * *

The sequences of the primers were as follows:

RT napin FP ACCGCTTCCATCTACCGCAC

RT napin RP ATCAATTGCTGGCAAGCTCTTAG

How the deposited data were processed for this re-analysis (not part of the article)

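RNA from developing seeds of Arabidopsis thaliana was sequenced by the authors in 5 libraries, 2 of wild type Col-0 and 3 of the T-DNA mutant dof4.1-3. The methods and labels give 9 days after pollination and the results 10. The labels write the mutant without its allele number, and it was taken as dof4.1-3 from the paper. Samples were grouped by genotype from the labels and the methods. Whether the replicates came from separate plants is not stated in the paper's text or in the labels.

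The authors trimmed adaptors and low-quality bases with cutadapt, assessed reads with FastQC, mapped them to the TAIR10 genome with HISAT2, counted reads per gene with htseq-count without strand, and tested genotypes with DESeq2, calling genes at a false discovery rate under 0.05. The versions of these tools and the release of the gene annotation are not given in the sources used here. The deposited table holds raw counts of the 37336 genes with 1 column for each library, and 0 other columns of samples. It also has 5 summary lines of htseq-count and 9 blank lines, which were kept out of library sizes and tests; reads without a feature were 0.727% to 1.74% and ambiguous reads 3.09% to 3.92% of the counts with them, together 3.82% to 5.66%. Of 37336 genes 25343 had counts and 19003 were tested. The TAIR10.1 annotation held 37051 of the 37336 gene IDs and gave transcript lengths for 18876 (99.3%) of the tested genes. TMM factors were 0.983 and 1.20 for Col-0 and 1.09, 0.849 and 0.915 for dof4.1-3, and the 50 most abundant genes took 28.2% and 21.1% of counts in Col-0 and 28.6%, 41.6% and 34.6% in dof4.1-3. Organelle genes took 0.633% to 1.25%. No pair of libraries was a duplicate: chi-square per gene between pairs ran from 36.9 to 229, and correlations of log2 CPM across genes from 0.949 to 0.980.

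Genes were kept by filterByExpr with its defaults, scaled with TMM and tested with edgeR's quasi-likelihood F test with robust=TRUE and genotype as the only term (3 residual degrees of freedom, common dispersion 0.0502), adjusted by Benjamini-Hochberg, in edgeR 4.0.16, limma 3.58.1 and R 4.3.3. The standard error of a log2 fold change is its size divided by the square root of F. Gene lists were tested with limma's camera with a preset correlation of 0.01, camera with an estimated correlation, both against other genes, and fry, against no change between genotypes, each with Benjamini-Hochberg adjustment over the 25 list readings (24 lists, and the inhibitors a second time by product name). Product families were tested by Fisher's exact test. Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every library, limma-voom, robust=FALSE, each library left out in turn, the replicate number as a block, trends over gene length or GC content removed from each library by lowess offsets (span 0.3), block and length together, the 50 most abundant genes left out of scaling, and organelle genes left out. DESeq2 gave no adjusted p for 2 genes of Supplementary Table 2. A further 3 alternatives were chosen after seeing the data: DESeq2 and limma-voom with the length trend removed, and the fit without Col-0 replicate 1 and dof4.1-3 replicate 1. In DESeq2 the removal of the trend was partial, with a median of -0.30 in the shortest 10% of genes before and -0.09 after it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

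Before the data were examined, but after Supplementary Table 2 had been seen, the tests, the 24 gene lists and the rule for named genes were fixed. The lists are cruciferins, napins, vicilin-like globulins, lipid droplet proteins, LEA proteins, dehydrins, maturation regulators, fatty acid and oil synthesis, mucilage, pectin methylesterase inhibitors, suberin and cutin, flavonoids and proanthocyanidins, antioxidant defence, galactinol and raffinose synthesis, small heat shock proteins, ABA- and water-deficit-responsive genes, core histones, cell cycle, embryo patterning and meristem, endosperm, silique wall, pollen, photosynthesis and DOF factors. Named genes are the 35 genes that the paper names, DOF4.1 among them, up to 4 called members of each list with the smallest adjusted p, up to 2 members that did not pass where a list is discussed, and the 10 largest changes in each direction among called genes with a mean of at least 5 CPM and groups that do not overlap. The rule does not say which members that did not pass; those with the smallest p were taken, a choice made after the values were seen. A list of small cysteine-rich peptides by product name was added after seeing the data. MUM5, which the paper names beside MUCI21, is not paired with a gene ID in the paper's text and is not analysed here under that name. Whether MUM5 and MUCI21 are the same locus was not checked.

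The scripts were tested on simulated counts of 19003 genes with the means and sizes of these libraries and 100 genes each changed by log2 1 and 2. edgeR recovered 29% and 88% of them with 9.30% false calls, DESeq2 42% and 87% with 17.8%, and limma-voom 27% and 86% with 7.38%, so false calls exceeded the nominal 5% in all 3. With a length trend added to the simulation, false calls were 17.3% for edgeR, 32.8% for DESeq2 and 15.9% for limma-voom, and 13.5%, 21.5% and 11.9% once the trend was removed. In a simulation of 21 lists over 18703 genes, camera called the 1 shifted list and 0 of the others. Its genes were drawn independently of each other. It therefore does not test false calls of lists whose genes move together, such as the cruciferins (estimated correlation 0.97).

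At 16500028 to 21722055 counts over genes, a gene at 1 CPM has about 20 counts in a library, and DOF4.1 had 1 to 14. MPK10, with 0 or 1 counts in each library, was too low to test. Reads shared by near-identical genes, such as SESA1 to SESA4 and core histones, cannot be assigned with certainty, and counting without strand cannot tell a gene from an overlapping antisense gene. Assays by RT-PCR, staining and seed aging were not analysed here, and gene ontology terms were not used here.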

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

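The test with storage protein level was chosen after the result was seen, and the gene lists in this part were fixed without the counts but after the paper's table of changed genes from these libraries had been seen, so their directions are not independent evidence. That table holds 14 ABA and water-deficit genes, 10 histone genes, 5 flavonoid genes and 4 dehydrin genes of these lists as lower and 3 oil synthesis genes and 1 dehydrin gene as higher. The paper names some members or groups among these as longevity factors, such as LEA14 and seed coat flavonoids, and its account of the RNA-seq does not take up these groups. Each list passed camera, which compares it with other genes, and fry, which tests it against no change between genotypes, and each lost camera's call with an estimated correlation. Leaving out a Col-0 library leaves 1 in that group, so for single genes only log2 fold changes are given for those fits.

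Dehydrins, hydrophilic proteins that protect cells from water loss, had a median log2 fold change of -0.58 over 9 measured genes (adjusted p = 1.79e-06 by camera, 0.107 with an estimated correlation and 0.0251 by fry). LTI30 fell by 1.64 (standard error 0.23, adjusted p = 0.0155 from edgeR's quasi-likelihood test) and COR47 by 1.52 (standard error 0.21, adjusted p = 0.0158). ERD14 fell by 1.32 (standard error 0.23, adjusted p = 0.0304) and HIRD11 by 1.04 (standard error 0.20, adjusted p = 0.0448). These 4 were lower and none higher over all genes, and 5 were lower and 1 higher when adjusted over the list alone. Only COR47 passed with the length trend removed (adjusted p = 0.0568, 0.0257, 0.0875 and 0.0960 in the same order, log2 -1.43, -1.63, -1.15 and -0.85). Without dof4.1-3 replicate 3 the adjusted p of these 4 genes was 0.0538, 0.0642, 0.107 and 0.124. With 1 library left out their log2 fold changes stayed between -1.78 and -1.48, -1.68 and -1.41, -1.49 and -1.19, and -1.06 and -1.01. LEA14 and ERD10 did not pass (log2 1.38 and -0.58, adjusted p = 0.206 and 0.256).

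Genes that respond to ABA and water deficit had a median of -0.999 over 29 genes (adjusted p = 6.53e-15 by camera, 0.107 with an estimated correlation and 0.0297 by fry). COR47 belongs to this list too. RD22, a drought-responsive BURP-domain gene, fell by 1.27 (standard error 0.19, adjusted p = 0.0214 from edgeR's test and 0.0674 without dof4.1-3 replicate 3). LTP3, a lipid transfer protein gene, fell by 1.39 (standard error 0.22, adjusted p = 0.0233 and 0.0813 in the same order). These 3 were lower over all genes and 17 when adjusted over the list alone. Without dof4.1-3 replicate 1 or 2 edgeR called 10 or 10 lower, and with 1 library left out the log2 fold changes of RD22 and LTP3 stayed between -1.32 and -1.21 and between -1.57 and -1.18. COR47 (0.0257) and RD22 (adjusted p = 0.0436, log2 -1.26) passed with the length trend removed, and LTP3 (0.0663, log2 -1.07) did not. AZF2 and HB7 did not pass (log2 -1.26 and -0.98, adjusted p = 0.0529 and 0.0596).

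Fatty acid and oil synthesis genes had a median of 0.43 over 19 genes, 17 of them positive (adjusted p = 5.31e-06 by camera, 0.124 with an estimated correlation and 0.0272 by fry). edgeR called 0 of them over all genes, 3 higher when adjusted over the list alone, and 6 higher and 1 lower at an unadjusted p under 0.05, DESeq2 called 3 higher and limma-voom 2 higher, and edgeR without dof4.1-3 replicate 1 or 2 3 or 3 higher. FAD3, the desaturase that makes linolenic acid, had a log2 fold change of 1.32 (adjusted p = 0.0677) and SUS2, a sucrose synthase of maturing seeds, 1.16 (adjusted p = 0.0547).

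Core histones had a median of -0.63, with all 34 measured genes negative (adjusted p = 6.53e-15 by camera, 0.174 with an estimated correlation and 0.0297 by fry), and -0.34 with the length trend removed. HTB6 (H2B) fell by 1.35 (standard error 0.24, adjusted p = 0.0330 from edgeR's test). It was the only histone gene called by edgeR over all genes, with 25 lower when adjusted over the list alone. Its call was lost without dof4.1-3 replicate 3 (adjusted p = 0.0959) and with the length trend removed (0.0909). With 1 library left out the log2 fold change of HTB6 stayed between -1.43 and -1.23, and edgeR called 2 histone genes without dof4.1-3 replicate 1 and 3 without replicate 2.

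Flavonoid and proanthocyanidin genes, active in the seed coat's inner layer, had a median of -0.52 over 17 genes (adjusted p = 1.34e-07 by camera, 0.107 with an estimated correlation and 0.0251 by fry). BAN, the anthocyanidin reductase of proanthocyanidin synthesis, fell by 1.85 (standard error 0.21, adjusted p = 0.0105 from edgeR's test, 0.0257 with the length trend removed). It was the only one called over all genes, with 8 lower when adjusted over the list alone. Over all genes 2 were lower without dof4.1-3 replicate 1, 2 without replicate 2 and 2 without replicate 3. The log2 fold change of BAN ran from -2.00 to -1.72 with 1 library left out. TT19 and TT1 did not pass (log2 -1.76 and -2.00, adjusted p = 0.0815 and 0.0879). The list's mean differed between genotypes by -0.84 on the log2 scale (95% interval -1.28 to -0.41). With the storage protein level of each library as a covariate it differed by -0.85 (95% interval -2.15 to 0.45, 2 residual degrees of freedom), so the interval widened and the difference did not shrink.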

How the results depend on the processing

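The fits with a length trend removed in DESeq2 and limma-voom and the fit without Col-0 replicate 1 and dof4.1-3 replicate 1 were chosen after seeing the data. Against 23 genes higher and 183 lower (21 and 182 at least 2-fold) and 36 of 103 tested named genes called, DESeq2 called 249 and 596 (138 and 414; 81 named), no filter on low counts 170 and 565 (99 and 418; 69 named), the length trend removed 10 and 45 (10 and 45; 13 named), DESeq2 with the length trend removed 242 and 545 (145 and 340; 81 named), limma-voom with it removed 3 and 18 (3 and 18; 8 named), and the fit without Col-0 replicate 1 and dof4.1-3 replicate 1 25 and 43 (25 and 43; 15 named). All 206 calls were among those of DESeq2 and of no filter, and 51 of them among those with the length trend removed; the cause of the differences between tools was not tested. Leaving out each library in turn gave 0 to 181 genes higher (0 to 158 at least 2-fold), 0 to 707 lower (0 to 587), 0 to 61 named genes and 14 to 20 of the 25 lists called; without Col-0 replicate 1 203 of the 206 calls were lost and without Col-0 replicate 2 206, where the lone Col-0 library is assumed to vary like dof4.1-3. Groups share only the replicate numbers 1 and 2, and libraries of the same number did not deviate together (correlations of deviations -0.25 and -0.29), so the number was not taken as a pairing. With the replicate number as a block 29 genes were higher and 175 lower (29 and 175 at least 2-fold; 34 named, 20 lists), 125 of them shared, and block with the length trend removed gave 2 and 2 (2 and 2 at least 2-fold; 4 named, 18 lists). RLE or upper-quartile factors, limma-voom, at least 10 counts in every library, robust=FALSE, GC trend removed, abundant genes left out of scaling and organelle genes left out kept each of these counts within 1.5 times and shared 140 to 205 calls. Over all named genes and alternatives, 229 calls were lost and 190 gained, and none of the calls changed direction; the uncalled DOF4.6, GOLS1 and AT5G55840 changed sign under some alternatives. Camera called 14 to 21 lists over all alternatives. At these depths DOF4.1 and MPK10 were too low to test.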

Differences from the paper's values

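The paper reports 259 genes higher in dof4.1-3 at a false discovery rate under 0.05, and edgeR called 23 at the same threshold. Of the alternatives set before the data were examined, DESeq2 (249) and the fit without dof4.1-3 replicate 2 (181) came within 1.5 times of the paper's count and the others did not. The paper's count of lower genes is 623, and edgeR called 183; DESeq2 (596), no filter on low counts (565) and the fit without dof4.1-3 replicate 2 (707) came within 1.5 times and the others did not. The paper's methods name DESeq2. After seeing the values, DESeq2 with the length trend removed gave 242 and 545, and called 653 of the paper's 882 genes in the same direction. The paper's methods state a change of at least 2-fold for genes in the functional analysis, and 302 (34.2%) of the 882 genes of Supplementary Table 2 are under 2-fold. Of those 882 genes 880 were tested here, all 880 had the paper's direction and an unadjusted p under 0.05, 206 were called by edgeR, 237 by limma-voom and 808 by DESeq2.

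For SESA4 the paper's adjusted p is 0.06, and edgeR gave 0.280; none of the alternatives set before the data were examined came within 1.5 times of it (DESeq2 0.412). DESeq2 with the length trend removed, chosen after seeing the values, gave 0.00576.

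Counts of genes in Supplementary Table 2 are the paper's. It holds 4 cruciferin genes, where edgeR called 0 (4 at an unadjusted p under 0.05, limma-voom 0); DESeq2 (4) and no filter on low counts (3) came within 1.5 times, and the other alternatives set beforehand did not. It holds 3 napin genes, where edgeR called 0 (5 at an unadjusted p under 0.05, limma-voom 0); DESeq2 (3) and the fit without dof4.1-3 replicate 1 (2) came within 1.5 times, and the others did not. It holds 8 lower mucilage genes, where edgeR called 0 (18 at an unadjusted p under 0.05, limma-voom 0); DESeq2 (8) did and the others did not. It holds 16 lower genes whose product names the inhibitor superfamily, where edgeR called 5. That name does not tell inhibitors from other members of the superfamily. DESeq2 (13) and the fit without dof4.1-3 replicate 2 (17) came within 1.5 times, and the others did not. It holds 5 higher LEA genes other than dehydrins, where edgeR called 0 (7 at an unadjusted p under 0.05, limma-voom 0); DESeq2 (5) and the fit without dof4.1-3 replicate 1 (6) did, and the others did not. It holds 4 higher lipid droplet genes, where edgeR called 0 (6 at an unadjusted p under 0.05, limma-voom 0); DESeq2 (3) and the fit without dof4.1-3 replicate 1 (4) did, and the others did not.

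The paper calls CRA, CRB, CRC, CRD, SESA1, SESA2, SESA5, ABI3, DOG1, ABCG6, PER1, NADP-ME1, MYB61, KNAT7, MUM4, MUCI21, MUCI10, URGT2 and PMEI6 changed, and edgeR did not call them here, in the same directions. DESeq2 called each of these 19 genes. Without a filter on low counts CRA, CRB, CRC, ABI3, DOG1, KNAT7, MUCI21 and URGT2 were called, without dof4.1-3 replicate 1 CRB, CRD, SESA1, SESA5, DOG1, PER1 and NADP-ME1, without replicate 2 CRD, SESA1, ABI3 and MUCI21, without replicate 3 PMEI6, and with the replicate number as a block ABCG6 and PMEI6. DESeq2 with the length trend removed, chosen after seeing the values, called them except ABCG6, and the fit without Col-0 replicate 1 and dof4.1-3 replicate 1, also chosen afterwards, called CRD, SESA1, DOG1 and NADP-ME1. MSD2, which the paper also calls, had an adjusted p of 0.277 with edgeR and 0.320 with DESeq2, beside 0.0345 in the paper's Supplementary Table 2, and only DESeq2 with the length trend removed called it. LEC1, VTC5, RS4 (if it is the paper's RF4) and AT5G60760 were called by edgeR in the paper's direction.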

Other observations

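In this part the tests with storage protein or pollen levels, those of the small cysteine-rich peptides and their list, the test near DOF4.1, DESeq2 with the length trend removed and the fit without Col-0 replicate 1 and dof4.1-3 replicate 1 were chosen after their results were seen, and the other tests were set before.

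Small cysteine-rich peptide genes, defensin-like and thionin genes among them, fell in dof4.1-3 seeds as a class that the text of the paper does not name. Of 63 measured genes edgeR's quasi-likelihood test called 21 lower and none higher, with 48 lower and 1 higher when adjusted over the list alone. The median log2 fold change was -1.93. In 52 genes every dof4.1-3 library lay below both Col-0 libraries, beside 18.3% of all tested genes. LCR84 fell by 1.95 (standard error 0.34, adjusted p = 0.0352), LCR30 by 1.92 (standard error 0.30, adjusted p = 0.0215) and the thionin-family gene AT1G53282 by 2.71 (standard error 0.33, adjusted p = 0.0114). These genes were chosen after their values were seen. With any 1 library left out their log2 fold changes stayed between -2.24 and -1.64, -2.09 and -1.66, and -3.05 and -2.49. The class was lower than other genes by camera (p = 5.67e-53, and p = 0.00999 with an estimated correlation). Its list was drawn up after these data had been seen, so these p-values are not independent evidence that the class fell. They are also not adjusted for the other lists and do not compare with the adjusted p of the lists set beforehand. Mean levels of the class against the mean over libraries were 1.03 and 1.01 in Col-0 and -0.37, -0.59 and -1.08 in dof4.1-3, beside 1.31, 0.52, -0.55, 0.21 and -1.49 for the pollen list.

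Cell cycle genes had a median of -0.26 over 34 genes (adjusted p = 0.00298 by camera, 0.611 with an estimated correlation and 0.412 by fry); edgeR called 0, 1 higher and 3 lower when adjusted over the list alone, and 1 higher and 7 lower at an unadjusted p under 0.05, DESeq2 1 higher and 3 lower and limma-voom 0, and camera's call was lost without Col-0 replicate 2 (median -0.05, adjusted p = 0.442) or dof4.1-3 replicate 2 (median -0.09, adjusted p = 0.431), while the median was -0.51 without Col-0 replicate 1. KNOLLE, the syntaxin of cell plate formation, had a log2 fold change of -0.84 (adjusted p = 0.0872). Small heat shock proteins had a median of -1.34 over 11 genes (adjusted p = 0.00197 by camera, 0.477 with an estimated correlation, 0.352 by fry, and 0.303 by camera without Col-0 replicate 2, where the median was -0.47); edgeR called 0, none when adjusted over the list alone and 2 lower at an unadjusted p under 0.05, and DESeq2 and limma-voom 0. Without dof4.1-3 replicate 2 edgeR called 7 of 10 small heat shock protein genes lower (median -2.43, adjusted p = 3.37e-15 by camera); over all alternatives camera gave this list an adjusted p from 3.37e-15 to 0.303. Photosynthesis genes had a median of -0.25 over 20 genes (adjusted p = 0.0409 by camera, 0.679 with an estimated correlation, 0.506 by fry, 0.893 without Col-0 replicate 1, where the median was -0.01, and 0.707 without dof4.1-3 replicate 1, where it was -0.09), 0.14 without both of these libraries, -0.43 without Col-0 replicate 2, and -0.13 with the length trend removed (adjusted p = 0.220 by camera); edgeR called 0, none when adjusted over the list alone and 1 lower at an unadjusted p under 0.05, and DESeq2 and limma-voom 0. DOF factors had a median of -0.04 over 30 genes, positive without Col-0 replicate 2 (0.04) or dof4.1-3 replicate 1 (0.05) (adjusted p = 0.409 by camera, 0.747 with an estimated correlation, 0.532 by fry, and 0.0229 by camera without Col-0 replicate 1, where the median was -0.16); edgeR called 0, 1 higher and 1 lower when adjusted over the list alone, and 1 higher and 7 lower at an unadjusted p under 0.05, DESeq2 1 higher and 1 lower and limma-voom 0. DOF1.8, which the paper proposes as a repressor of DOF4.1, had a log2 fold change of -0.47 (adjusted p = 0.285), DOF4.6 -0.02 (adjusted p = 0.980) and GDH2, bound by DOF4.1 in the work the paper cites, -0.36 (adjusted p = 0.422). AT5G55840, the reference gene of the paper's RT-PCR, had 6 and 20 counts in Col-0 and 37, 22 and 10 in dof4.1-3 (log2 0.72, adjusted p = 0.600).

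Of the 206 called genes 183 were lower, and trends over gene length or GC content were tested as causes: lower genes per higher gene were 4.5 with the length trend removed (10 higher, 45 lower) and 5.38 with the GC trend removed (24 higher, 129 lower), which argues against either trend as the whole cause of the excess of lower genes. Length as part of the cause stays open, since removing its trend left 55 calls, 51 of them among the 206. The replicate number as a block with the length trend removed gave 2 higher and 2 lower, and DESeq2 with the trend removed 242 and 545. A larger share of counts taken by a few abundant genes was tested as well. Leaving the 50 most abundant genes out of library sizes and scaling gave 8.36 (22 higher, 184 lower) and kept 204 of the 206 calls. This argues against the share of these 50 genes as the cause of the excess of lower genes. A difference in developmental age between the sampled seeds may also contribute, with storage protein genes higher and LEC1, WOX8, histone and seed coat genes lower in dof4.1-3. Protective genes did not all rise with storage proteins: medians were -0.58 for dehydrins, -0.999 for ABA and water-deficit genes, -1.34 for small heat shock proteins and 0.49 for other LEA genes. Age was tested only through the storage protein level of each library. With it as a covariate the mucilage list still differed by -0.55 (95% interval -0.97 to -0.13, 2 residual degrees of freedom). The flavonoid list differed by -0.84 (-1.28 to -0.41) without it and -0.85 (-2.15 to 0.45) with it. As every dof4.1-3 library had the higher storage protein level, this test cannot part genotype from age.

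For the small cysteine-rich peptides, gene length was tested because their transcripts are short. With the length trend removed their median was -1.45 (quartiles -2.02 to -0.74), against -1.93 before (quartiles -2.50 to -1.12), which argues against the trend as the whole cause. edgeR's calls went from 21 to 1 in number, and its adjusted p of LCR84, for example, moved from 0.0352 to 0.126. DESeq2 called 35 lower, and 31 with the trend removed, a removal that was partial in DESeq2. With storage protein level as a covariate the difference was -1.51 (95% interval -4.03 to 1.00), and with the pollen level as a covariate -1.31 (95% interval -3.04 to 0.43; -1.70 without a covariate), so the maturity of the seeds, pollen transcripts and genotype cannot be told apart for this class with 5 libraries.

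Inhibitor genes were lower together with pollen genes, and pollen transcripts on or in the sampled material may be a source of some of them. The most abundant genes of the pollen list after VEX1 (92.8 ± 1.54 CPM (SD, n = 2) in Col-0 and 89.5 ± 14.5 (SD, n = 3) in dof4.1-3) were AT5G07410 (means 31.4 and 6.29) and VGDH2 (14.0 ± 5.63 and 4.19 ± 3.01), and APPB1 is in both lists. With shared members left out, the inhibitor list differed by -0.996 (95% interval -1.65 to -0.34). With the pollen level as a covariate it still differed by -0.87 (95% interval -2.54 to 0.80). Most of the difference stayed but the interval included 0, so pollen and genotype cannot be told apart for these genes with 5 libraries. Of 23 genes in the pollen list 15 had enough counts to be tested in these seeds.

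Within 1 Mb of DOF4.1, 3 of 268 tested genes (1.12%) were called, against 203 of 18735 (1.08%) elsewhere (one-sided Fisher exact test, p = 0.558).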
